# Differentially expressed tRNA-derived fragments in bovine fetuses with assisted reproduction induced congenital overgrowth syndrome

**DOI:** 10.3389/fgene.2022.1055343

**Published:** 2022-11-15

**Authors:** Anna K. Goldkamp, Yahan Li, Rocio M. Rivera, Darren E. Hagen

**Keywords:** tRNA, tRNA fragments, bovine, large offspring syndrome, regulation

## Abstract

**Background:** As couples struggle with infertility and livestock producers wish to rapidly improve genetic merit in their herd, assisted reproductive technologies (ART) have become increasingly popular in human medicine as well as the livestock industry. Utilizing ART can cause an increased risk of congenital overgrowth syndromes, such as Large Offspring Syndrome (LOS) in ruminants. A dysregulation of transcripts has been observed in bovine fetuses with LOS, which is suggested to be a cause of the phenotype. Our recent study identified variations in tRNA expression in LOS individuals, leading us to hypothesize that variations in tRNA expression can influence the availability of their processed regulatory products, tRNA-derived fragments (tRFs). Due to their resemblance in size to microRNAs, studies suggest that tRFs target mRNA transcripts and regulate gene expression. Thus, we have sequenced small RNA isolated from skeletal muscle and liver of day 105 bovine fetuses to elucidate the mechanisms contributing to LOS. Moreover, we have utilized our previously generated tRNA sequencing data to analyze the contribution of tRNA availability to tRF abundance.

**Results:** 22,289 and 7,737 unique tRFs were predicted in the liver and muscle tissue respectively. The greatest number of reads originated from 5′ tRFs in muscle and 5′ halves in liver. In addition, mitochondrial (MT) and nuclear derived tRF expression was tissue-specific with most MT-tRFs and nuclear tRFs derived from Lys^UUU^ and iMet^CAU^ in muscle, and Asn^GUU^ and Gly^GCC^ in liver. Despite variation in tRF abundance within treatment groups, we identified differentially expressed (DE) tRFs across Control-AI, ART-Normal, and ART-LOS groups with the most DE tRFs between ART-Normal and ART-LOS groups. Many DE tRFs target transcripts enriched in pathways related to growth and development in the muscle and tumor development in the liver. Finally, we found positive correlation coefficients between tRNA availability and tRF expression in muscle (R = 0.47) and liver (0.6).

**Conclusion:** Our results highlight the dysregulation of tRF expression and its regulatory roles in LOS. These tRFs were found to target both imprinted and non-imprinted genes in muscle as well as genes linked to tumor development in the liver. Furthermore, we found that tRNA transcription is a highly modulated event that plays a part in the biogenesis of tRFs. This study is the first to investigate the relationship between tRNA and tRF expression in combination with ART-induced LOS.

## Introduction

Assisted reproductive technologies (ART) are described as treatments that manipulate reproduction to increase chances of conception and encompasses a wide array of procedures such as *in vitro* fertilization (IVF), intracytoplasmic sperm injection (ICSI), and embryo transfer (Huang and Rosenwaks, 2014). ART is often used to increase genetic gain and advance reproductive potential, and its use has rapidly increased in beef and dairy cattle populations (Hansen, 2006). In fact, a 2017 report showed a dramatic shift in worldwide embryo production, in which significantly higher numbers of bovine embryos are now produced *in vitro* compared to *in vivo* (Viana and J., 2017). According to the International embryo technology society (IETS) newsletter, a record of more than 1.5 million *in vitro*-conceived bovine embryos were produced or collected in 2020 alone (Viana, 2021). Although *in vitro* embryo production has quickly become the preferred technique globally, it is important to consider the effects of *in vitro* procedures on genomic output.

Several studies have investigated the link between ART use and the increased occurrence of congenital overgrowth syndromes, such as Beckwith-Wiedemann syndrome (BWS) in humans and Large Offspring Syndrome (LOS) in ruminants (McEvoy et al., 2000; Young et al., 2001; Butler, 2009; Vermeiden and Bernardus, 2013; Mussa et al., 2017). LOS is often characterized by overgrowth, tongue enlargement, and abdominal wall defects (Young et al., 1998; McEvoy et al., 2000; Kohler et al., 2019). BWS shares clinical features with LOS and is also associated with an increased risk of liver tumors (hepatoblastoma) (Rump et al., 2005). Livestock are often bred for economically beneficial characteristics related to production, making LOS an issue for breeders and a source of economic loss for producers. Due to their large size, LOS offspring have an increased chance of dystocia (difficult birth) which can result in death of the calf and/or dam (Sinclair et al., 2000). In addition to cow and calf mortality, dystocia can result in financial losses associated with decreased milk production and fertility, and an increased likelihood of health issues (e.g., respiratory and digestive disorders, uterine disease, mastitis) (Dematawewa and Berger, 1997; Lombard et al., 2007; Mee, 2008; Atashi et al., 2012). However, the mechanism of ART-induced fetal overgrowth remains poorly understood.

Our previous work has detected dysregulation of transcripts and differentially methylated regions (DMRs) in LOS, and some of these regions resulted in dysregulation of imprinted loci (genes expressed in a parent-specific fashion) (Chen et al., 2013; Chen et al., 2015). We also have shown that DNA methylation is associated with a very small percent of gene misregulation in LOS individuals, suggesting other factors may be influencing gene regulation (Chen et al., 2017). Therefore, there is still a lack of clarity in diagnosis due to the variation in molecular basis and presence of major clinical symptoms. Due to their crucial role in protein synthesis, our recent study investigated tRNA expression within skeletal muscle and liver in LOS. This study revealed differential expression of tRNA genes as well as tissue- and treatment- specific tRNA transcripts with unique sequence variations (Goldkamp et al., 2022). These findings as well as the discovery of small non-coding RNAs derived from tRNAs, led us to consider the role of tRNA-derived fragments (tRFs) in LOS. To date, no study has examined the relationship between bovine tRNA expression and their processed regulatory products.

During tRNA maturation, the 5′ leader and 3′ trailer sequence of precursor tRNAs (pre-tRNAs) is cleaved by RNase Z and RNase P (Lee et al., 2009; Jarrous et al., 2022) (Figure 1). Following the addition of a 3′ CCA tail and enzymatic splicing, the mature tRNA is actively transported through the nuclear pore complex. Mature tRNAs may be cleaved through a Dicer-dependent or Dicer-independent pathway and several classes of tRFs are produced based on the tRNA cleavage position: 5′ tRFs, 3′ tRFs, internal tRFs (i-tRFs; internal fragments spanning anywhere within the tRNA), 5′ halves, and 3′ halves (Figure 1). Generally, 5′ tRFs, 3′ tRFs, and i-tRFs are 16–26 nt, whereas 5′ and 3′ halves are 27–36 nt (Lee et al., 2009). Initially considered to be random tRNA degradation products, growing evidence indicates that tRFs are an emerging class of non-coding RNAs with implications in multiple biological processes, namely regulation of protein translation (Ivanov et al., 2011; Huang et al., 2021). There are several suggested mechanisms of translational inhibition, such as disrupted ribosomal interactions through mRNA competition (Sobala and Hutvagner, 2013), displacement of initiation factors necessary for translation (Kapur et al., 2017), and recruitment of RNase Z to cleave target mRNAs (Elbarbary et al., 2009). Other studies suggest that stress granules may be formed in response to tRF-mediated inhibition of protein synthesis, which can reduce apoptosis in cancer cells (Decker and Parker, 2012; Olvedy et al., 2016). The primary pathway that is frequently suggested is similar to microRNAs, in which the tRF is loaded into an RNA-induced silencing complex (RISC) to target partially complementary mRNA (Shigematsu et al., 2014; Shigematsu and Kirino, 2015; Venkatesh et al., 2016). Various tRF types have been identified in plants, humans, and cattle with some acting as promoters of metastasis or aiding in homeostasis in humans (Green et al., 2016; Torres et al., 2019), and others for example have been reported to respond to nutritional deficiency in *Arabidopsis* (Hsieh et al., 2009) or Bovine Leukemia Virus in cattle (Taxis et al., 2018). Considering the alterations in tRNA expression and the dysregulation of mRNA transcripts in LOS, these tRNA genes may be selectively transcribed to give rise to unique tRF subtypes capable of targeting transcripts related to growth and/or liver tumor development. Furthermore, the diverse functions of tRFs across health states indicates a possible role in syndrome development.

**FIGURE 1:**
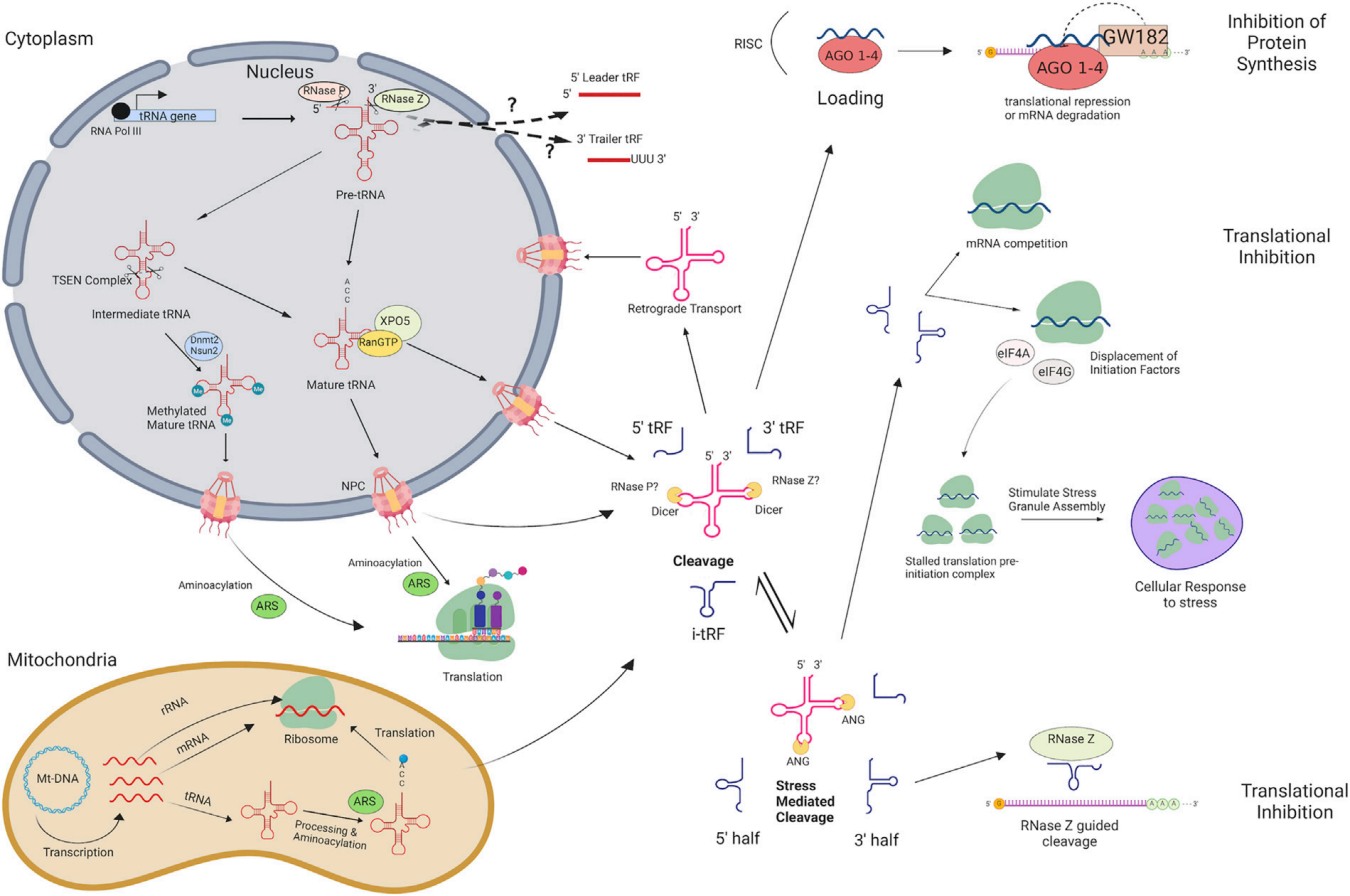
tRNA and tRF biogenesis pathway and silencing mechanisms in eukaryotes. tRNAs and tRNA-derived fragments (tRFs) are produced through this pathway in eukaryotes. Arrows indicate each step and help visualize how mRNA transcripts are targeted for translational repression or degradation, as well as how they influence stress response. There are differences in cellular ribonucleases used for cleavage in bacteria and yeast that are not shown. RNA POL III, RNA Polymerase III; TSEN Complex, tRNA Splicing Endonuclease Complex; AGO1-4, Argonaute 1–4; XPO5, Exportin-5; RanGTP, GTP-bound Ras-related nuclear protein; Nsun2, NOP2/Sun RNA methyltransferase family member 2; Dnmt2, DNA methyltransferase 2; NPC, Nuclear Pore Complex; ARS, aminoacyl-tRNA synthetase; ANG, Angiogenin; Mt-DNA, Mitochondrial DNA; RISC, RNA-induced silencing complex; eIF4A, eukaryotic translation initiation factor 4A; eIF4G, eukaryotic translation initiation factor 4G. Figure created with BioRender.com.

In this study, we performed small RNA sequencing on skeletal muscle and liver samples collected from day 105 artificial insemination-conceived fetuses (AI-Control), ART-conceived bovine fetuses with a body weight above the 97th percentile relative to Control-AI (ART-LOS), and ART-conceived bovine fetuses with a body weight below the 97th percentile (ART-Normal). In addition, previously generated tRNA sequencing data was used to compare the expression of mature tRNAs and their processed regulatory products (Goldkamp et al., 2022). We detected differentially expressed tRFs due to method of conception (AI vs. ART) as well as syndrome development (ART-Normal vs. ART-LOS). Our results indicate that tRNA expression is highly dynamic based on tissue type and syndrome development. This brings the possibility that some tRNA expression can act as a means of tRF production in order to regulate gene expression. This study contributes insights on the mechanisms of tRF biogenesis and their role in targeting transcripts related to growth and development.

## Materials and methods

### Animals and RNA isolation

Day 105 *Bos taurus indicus* (B. t. indicus; Nelore breed) *× Bos taurus taurus* (B. t. taurus; Holstein breed) F1 fetal conceptuses were previously generated by us (Li et al., 2019a). Tissues were flash frozen in liquid nitrogen and stored at −80° until RNA extraction. Total RNA was extracted from skeletal muscle and liver tissues of F1 hybrid controls (artificial insemination; Control-AI), *in vitro* produced ART-Normal (similar weight as controls), and *in vitro* produced ART-LOS (body weight greater than 97th percentile relative to controls) using TRIzol Reagent (Invitrogen, Carlsbad, CA, United States) following the manufacturer’s instructions. Quality and concentration of the RNA samples was assessed using the Agilent TapeStation RNA ScreenTape (Agilent, Santa Clara, CA, United States) and RNA integrity numbers (RIN) for all samples were ≥ 7.4. The weights of individuals within each treatment group were compared in our previous study to classify the 97th percentile (Chen et al., 2013). The weight (in grams) and identifier of the fetuses in each treatment group are as follows: 1) Control-AI fetuses: 392 g (CON#1), 404 g (CON#2), 416 g (CON#3), and 360 g (CON #4), 2) ART-Normal fetuses: 360 g (ART#1), 376 g (ART#2), and 390 g (ART#3), 3) ART-LOS fetuses: 514 g (LOS#1), 518 g (LOS#2), and 620 g (LOS#4). Control-AI and ART-Normal body weights are very similar. The 97th percentile of Control-AI weight was selected as the threshold to characterize LOS because it has been previously used to define the equivalent overgrowth syndrome in humans, Beckwith-Wiedemann Syndrome (BWS) (Weksberg et al., 2010).

### Library preparation and sequencing

Small RNA library preparation was done using the TruSeq^®^ Small RNA Library Preparation Kit (Illumina, Inc., San Diego, CA, United States) and following the manufacturer’s instructions. 1 μg of total RNA was briefly ligated to 3′ RNA adapters with ligation buffer, RNase Inhibitor, and T4 RNA Ligase 2. After the addition of stop solution, 5′ RNA adapters were also ligated with T4 RNA Ligase 2. Reverse transcription was performed with each adapter-ligated RNA library to produce cDNA constructs. Each resulting cDNA library was amplified *via* Polymerase Chain Reaction (PCR). A unique RPIX was used for each library sample for multiplexed sequencing and analysis. Following PCR and before cDNA construct purification, each library was run on a High Sensitivity DNA chip (Agilent, Santa Clara, CA, United States) with expected peaks of approximately 140–160 bp. The pooled libraries were resolved on a 6% Novex TBE PAGE gel (polyacrylamide gel) and a size selection of 140–180 bp (predicted size of tRNA fragments and adapters) was performed on the gel. The purified and pooled libraries were sequenced using Illumina NextSeq 500 System High-Output Kit (Illumina, Inc., San Diego, CA, United States) and conducted by the OSU Microarray Core Facility. All samples were sequenced in one lane at the same time to prevent a batch effect. The liver small RNA-seq data was provided from our previous study (GEO database accession # GSE117015) (Li et al., 2019a) and was sequenced using Illumina NextSeq 500 System High-Output Kit, the same library preparation kit and sequencing platform as the skeletal muscle tRFs, by the University of Missouri-Columbia DNA core facility.

### Processing and alignment of small RNAseq data

The raw sequence reads were filtered using the fastq-mcf command from ea-utils (version 0.148d4) in order to remove the TruSeq Small RNA adapter sequence (TGG​AAT​TCT​CGG​GTG​CCA​AGG) (Aronesty, 2011). The adapter trimmed reads were then quality trimmed using SolexaQA++ (version 3.1.6) dynamictrim utility with a Phred cut off score of 19 (Cox et al., 2010). The quality trimmed reads were kept if they had a length of at least 13 bp or greater and were sorted using the SolexaQA++ lengthsort utility. The resulting reads were then mapped against the bovine genome ARS-UCD1.2 using the MINTmap pipeline in order to predict tRNA fragments from the small RNA-seq data (Elsik et al., 2016; Loher et al., 2017). MINTmap aligned reads to a look up table that contains unique tRF sequences ranging from 16 to 50 bp that are exclusively located in regions associated with annotated tRNA genes. The reads that mapped to bovine tRFs were measured with the default setting of MINTmap, which allows no mismatches, no insertions, and no deletions and also analyzes the whole genome to retrieve all possible alignments (Loher et al., 2017). Additionally, MINTmap outputs the parental tRNA source(s) that the tRF is potentially derived from, the tRF sequence, tRF subtype and the unique MINTplate associated with the tRF. Only the exclusive tRF expression output of unnormalized reads was used for data analysis.

### Differential expression analysis

Non-linear full quantile normalization was used with the betweenLaneNormalization function on CPM transformed read counts using EDAseq v2.24.0 in order to produce PCA and RLE plots (Risso et al., 2011). Principal component analyses (PCA) and relative log expression (RLE) plots were created with the plotPCA and plotRLE function of the EDASeq package, respectively. Only tRFs that had at least 5 counts per million in all of the control, or all of the ART-normal, or at least 2 ART-LOS were considered moderately expressed and kept for DE analysis. EdgeR v3.24.3 was used to conduct a differential expression analysis and the trimmed mean of M values method (TMM) of EdgeR was used for normalization (Lun et al., 2016). A likelihood ratio test was conducted using the glmLRT function of edgeR in order to identify differential expression in skeletal muscle and liver (Control-AI vs. ART-normal, ART-normal vs. ART-LOS, and Control-AI vs. ART-LOS). Differentially expressed tRFs were defined as those with a false discovery rate (FDR) of ≤ 0.05. Heatmaps of differentially expressed tRFs were created for skeletal muscle and liver tissue to graphically represent gene expression. The normalized read counts were transformed into moderated log-counts per million and heatmaps were produced using RColorBrewer v1.1-2 and the heatmap.2 function of the gplots package v3.0.1.1.

### Target prediction

RNA-seq data for Control and ART-LOS individuals from our previous study was retrieved from NCBI Gene Expression Omnibus (GEO) (accession # GSE63509) (Chen et al., 2016). RNA-seq data was used to predict potential gene candidates targeted by DE tRFs. Differential expression analysis of the RNA-seq data was done using the same method previously described for the tRF analysis.

All DE tRFs that were identified between Control vs. ART-Normal, ART-Normal vs. ART-LOS, and Control vs. ART-LOS were analyzed for target prediction. The 3′ UTR sequences of all expressed protein-coding genes in the ARS-UCD1.2 bovine genome were obtained from Ensembl Release 98 (Cunningham et al., 2019). miRanda v3.3a is a program commonly used for miRNA target prediction and was used for DE tRF target prediction in this study (Enright et al., 2003; Riffo-Campos et al., 2016). The 3′ UTR sequences of the protein coding genes were used as a reference for alignment of the DE tRF sequences with a binding score cutoff of ≥ 150 and an energy cutoff of ≤ −20 (Enright et al., 2003). Since it has been proposed that tRFs may target transcripts that are only partially complementary, unlike miRNAs, the strict parameter was not used and a partially complementary seed sequence was allowed (Martinez et al., 2017; Xiong et al., 2019). Predicted tRF targets were compared with the DE transcripts obtained from analysis of RNAseq mentioned previously. Downregulated mRNA targets were overlapped with targets of upregulated tRFs and *vice versa* for each treatment comparison.

### Functional enrichment analysis

Enrichment analysis was done using the list of candidate gene targets of DE tRFs for each treatment comparisons and all expressed protein coding genes used as the background gene set. Gene set enrichment analysis (GSEA) of the GO terms was performed using Fisher’s exact test as implemented in R package topGO v2.42.0 (Alexa A, 2022). KEGG pathway enrichment analysis was performed using the Wilcoxon rank-sum tests *via* the R package KEGGREST v1.30.1 (Tenenbaum, 2021). Human Phenotype Ontology (HPO) enrichment analysis was done using the g:Profiler web server with *p*-values corrected by the g:SCS threshold significance criterion (Raudvere et al., 2019). For the identified candidate target genes, we used mouse mutant phenotype information and performed a mammalian phenotype enrichment analysis with the Fisher’s Exact test implemented by MamPhEA (Weng and Liao, 2010). Enrichment results with a *p*-value of ≤ 0.05 were classified as significant. Dot plots depicting enrichment results were created with ggplot2 package v3.2.1.

### YAMAT-seq data

Mature tRNA sequencing data from our previous study was used to compare tRNA and tRF levels (Goldkamp et al., 2022). MINTmap was used to provide all possible parental tRNA sources of each tRF (Elsik et al., 2016; Loher et al., 2017). In order to evaluate the relationship between parent tRNA expression and tRF abundance, both YAMAT-seq and small RNAseq data were then merged. In an effort to not exclude any parent tRNA predicted by MINTmap, the counts for each tRF were divided by the number of parental tRNAs it was predicted to be derived from and were then log transformed. If there was no detected expression in both the parental tRNA and the tRF in any treatment group, the tRNA species was not included in the scatter plot. Scatter plots were made to show tRNA and tRF expression relative to the tRNA species with ggplot2 package v3.2.1 and by tissue type to calculate Pearson’s correlation coefficient with ggpubr package v0.2.4.

## Results and discussion

### Small RNA sequencing

In order to understand tRF expression in bovine fetuses with congenital overgrowth syndromes, we performed small RNA sequencing to generate tRF expression profiles in skeletal muscle and liver. This resulted in an average of 10,750,864 (76.7%) and 9,074,956 (86%) reads retained per sample for muscle and liver respectively (Supplementary Table S1). Adapter and quality trimmed reads were aligned to the ARS-UCD1.2 bovine reference genome using the MINTmap pipeline in order to predict tRNA fragments from the small RNA-seq data. A total of 936,898 and 2,854,063 reads exclusively mapped to tRFs in the skeletal muscle and liver. A lower proportion of retained reads were mapped due to MINTmap’s strategy: only exact matches are allowed, one sequence is counted once no matter how often it appears within the genome, and only tRFs that map exclusively to genomic tRNA locations are counted. Therefore, we excluded ambiguous reads that mapped to locations both within and outside of tRNA loci in order to prevent false positives.

### Detection of tRNA-derived fragments

Five subtypes of mapped tRFs were predicted in muscle and liver datasets: 5′-tRF, 3′-tRF, i-tRF, 5′ half, and 3′ half. A total of 22,289 unique tRFs were predicted in the liver tissue and 7,737 unique tRFs were predicted in the muscle tissue (Supplementary Table S1). The larger number of predicted tRFs in liver could be a result of high transcriptional activity in the liver tissue. Our recent tRNA study detected a greater number of tRNA genes expressed in liver compared to muscle (487 vs. 474), which could contribute to changes in the tRF profile of each tissue (Goldkamp et al., 2022). The liver acts as a key player in nutrient metabolism and detoxification, which could result in excess transcripts in an effort to effectively regulate metabolic homeostasis. In fact, the human liver transcriptome has been described to have increased complexity and significant variability in transcript expression (Shackel et al., 2006; Bahar Halpern et al., 2015). We included a filtering step, in which tRFs with counts present in any two individuals within a tissue (*n* = 10) were classified as expressed and kept for analysis. This filtration step yielded a total of 13,231 tRFs in the liver and 3,508 tRFs in the muscle. Out of the 13,231 expressed tRFs in the liver, the distribution of tRFs by subtype are as follows: 11,102 i-tRFs, 1,492 5′-tRFs, 305 5′ halves, 294 3′-tRFs, and 38 3′ halves. Out of the 3,508 expressed tRFs in the muscle, there were 2,748 i-tRFs, 687 5′-tRFs, 48 5′ halves, and 25 3′-tRFs (Supplementary Table S1). i-tRFs were the most common of the list of predicted tRFs in both tissues. i-tRFs arise from a variety of positions and may be derived upstream, within, or downstream of the anticodon loop (Loher et al., 2017). This creates an opportunity for more than one i-tRF to be processed from a single tRNA molecule. Despite most of the predicted tRF species being of the i-tRF subtype in both tissues, the distribution of reads derived from a particular subtype was tissue-specific. The largest portion of reads were derived from 5′ tRFs in the muscle and 5′ halves in the liver (Figure 2A). These results are consistent with previous studies in human and mouse which reported that hematopoietic tissues, such as the liver, have greater expression of 5′ tRNA halves compared to non-hematopoietic tissues and are suggested to function as immune signaling molecules (Fu et al., 2009; Dhahbi, 2015). Consistent with these observations, we found that most transcripts ranged from 22 to 24 nt in the skeletal muscle and 33–36 nt in the liver. This represents the expected size of 5′ tRFs and 5′ halves respectively (Figure 2B). Since tRFs of this size (22–24 nt) resemble miRNAs, this could indicate a higher likelihood of association with AGO proteins for gene silencing in the skeletal muscle (Stavast and Erkeland, 2019). Because the average size of a miRNA is ∼22 nt, we were curious if any of the predicted tRF sequences aligned to known miRNAs. We retrieved the mature sequences of all annotated bovine miRNAs from miRbase and aligned the tRF sequences using blast + v2.10.1 (Camacho et al., 2009; Kozomara et al., 2019). We found that none of the tRF sequences perfectly aligned to any of the bovine miRNAs.

**FIGURE 2:**
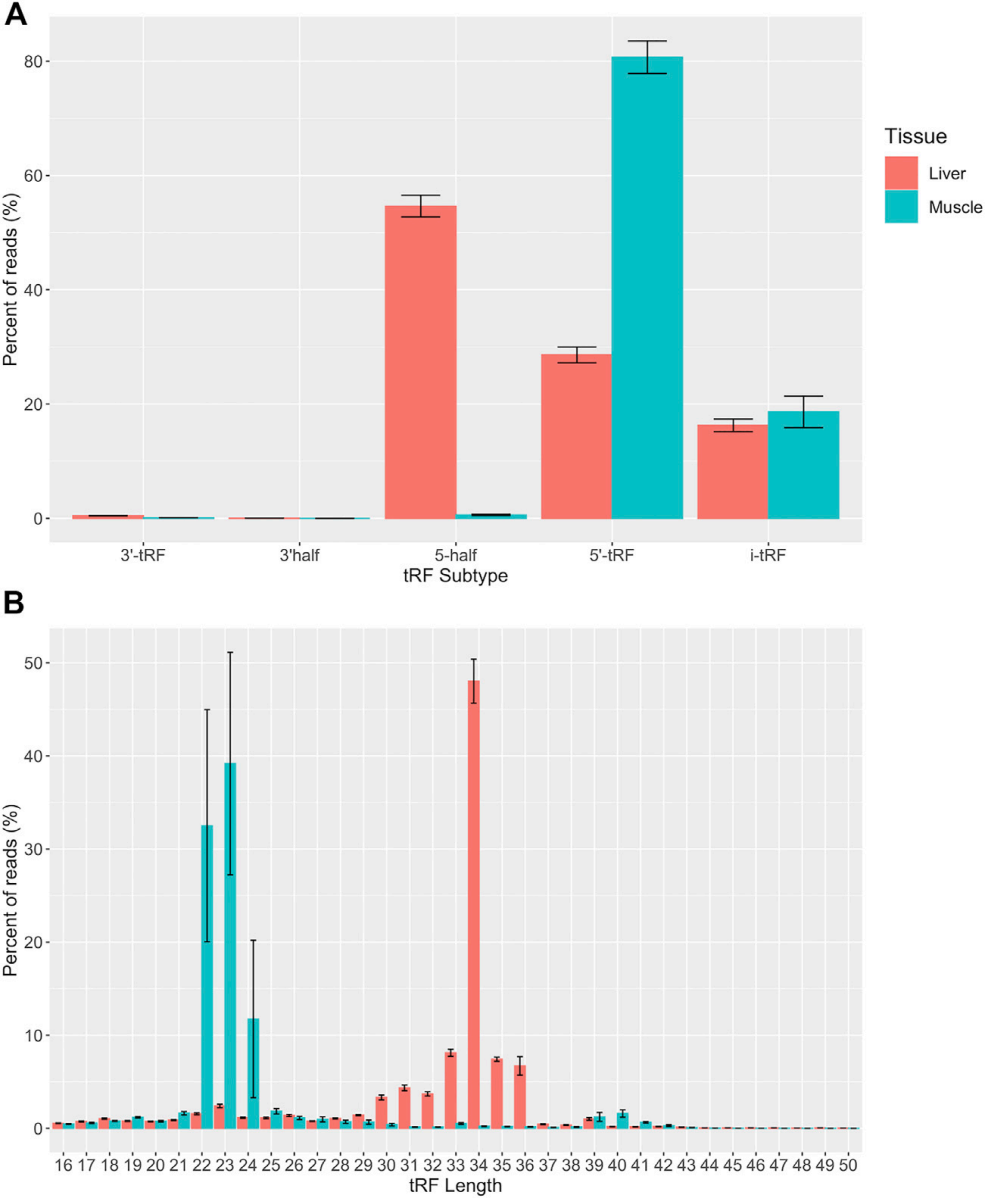
Quantitative analysis of tRF subtypes and size distribution. **(A)** Predicted tRFs were classified based on the region of the mature tRNA molecule that they are derived from across all samples (*n* = 10). **(B)** Predicted tRFs were also classified based on size across all samples (*n* = 10). All reads were categorized based on size or subtype and the y axis represents the percent of total CPM-normalized tRF transcript counts. The y axis sums to 100% for each tissue. Summary statistics were computed with the SummarySE function of the Rmisc package and standard error bars are shown in black.

We observed approximately 2.97% and 6.05% of the expressed transcripts in muscle and liver were derived from mitochondrial (MT) tRNAs. These observations suggest that MT-derived tRFs make a minor contribution to the tRFome. Consistent with a previous tRF study, the parental tRNA from which mitochondrial and nuclear tRFs originated, varied between muscle and liver (Telonis et al., 2019). For example, most MT-tRFs were derived from Lys^UUU^ in muscle and Asn^GUU^ in liver, while most nuclear tRFs were derived from initiator Met^CAU^ (iMet^CAU^) in muscle and Gly^GCC^ in liver (Figures 3A,B). This finding demonstrates the unique expression profiles for nuclear- and MT-derived tRFs in the muscle and liver, which could underlie tissue-specific biological processes. In addition, we observed certain tRNAs did not produce tRFs in any of the treatment groups in the muscle or liver (Ala^GGC^, Arg^GCG^, Asp^AUC^, Cys^ACA^, Gly^ACC^, His^AUG^, Ser^ACU^, SeCe^UCA^, Thr^GGU^, Tyr^AUA^, and MT-Ile^GAU^). We previously found 10 of these tRNAs (excluding MT-Ile^GAU^) to be transcriptionally silent across all treatment groups in muscle and liver (Goldkamp et al., 2022). Despite the annotation of these silent tRNAs in the bovine assembly, a previous report has illustrated that 9 of these genes (excluding SeCe^UCA^ and MT-Ile^GAU^) are reportedly missing from eukaryotic, bacterial, and/or archaeal species (Ehrlich et al., 2021). This could suggest a selective pressure on anticodon bias across species. As far as we know, there are no reports of any tRNA isodecoders that do not participate in tRF biogenesis. This may indicate that some tRNA species are more resistant to processing events, and is perhaps linked to tRNA modifications offering protection from cleavage (Goll et al., 2006; Schaefer et al., 2010; Guzzi and Bellodi, 2020). Finally, Phe^AAA^ is an example of a previously identified silent isodecoder with detected tRF expression, suggesting that some tRNAs are transcribed and cleaved to solely give rise to unique tRF species (Goldkamp et al., 2022).

**FIGURE 3:**
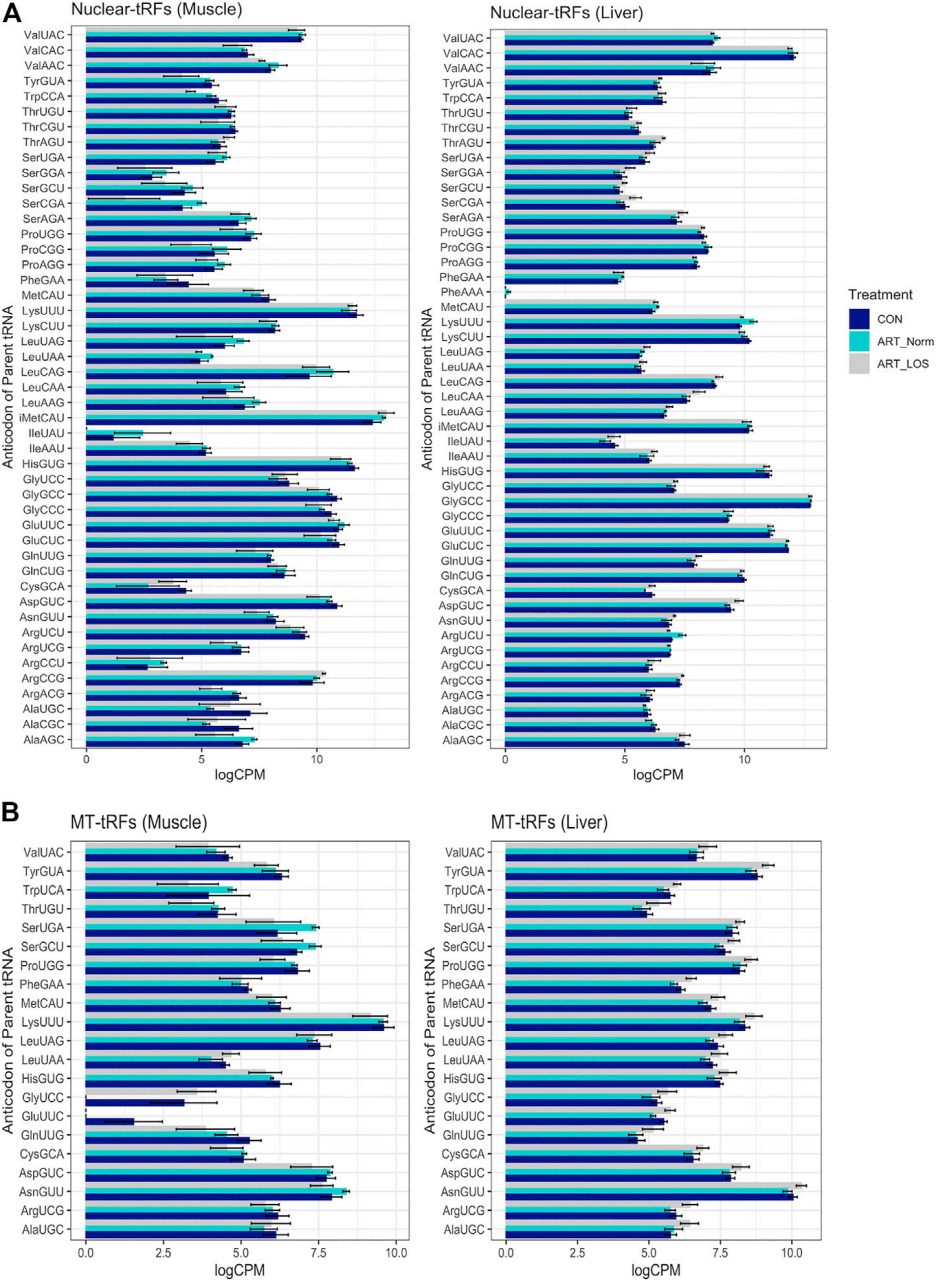
MT and nuclear tRF distribution. A bar graph depicting the levels of tRFs derived from **(A)** nuclear and **(B)** mitochondrial parental tRNAs across Control-AI, ART-Normal, and ART-LOS groups in muscle and liver tissue. Log transformed CPM values were used and each parental tRNA was grouped at the level of the anticodon. The SummarySE function was implemented to calculate the statistics of continuous variables by treatment group and standard error bars are shown for each anticodon in each treatment group.

### Data visualization by relative log expression and principal component analysis

Relative log expression (RLE) plots were used to visualize the normalized tRF expression data across and within treatment groups (Supplementary Figure S1). Most samples were constant although there was increased variation in ART-LOS #2 in the muscle (Supplementary Figure S1A) and ART-LOS #1 in the liver (Supplementary Figure S1B). This is consistent with our previous work using tissue samples from the same ART-LOS individuals, in which genes in ART-LOS #1 in liver and ART-LOS #2 in muscle were expressed differently from other LOS individuals (Chen et al., 2015). Principal component analysis (PCA) plots show the clustering of individuals based on the normalized tRFs in muscle and liver (Supplementary Figure S2). In the muscle, the Control-AI vs. ART-Normal and ART-LOS vs. ART-Normal cluster together, yet there is no clustering in the Control-AI vs. ART-LOS groups (Supplementary Figure S2A). Similarly, Control-AI vs. ART-Normal and ART-Normal vs. ART-LOS comparisons show clustering in the liver (Supplementary Figure S2B). However, the PCA displaying all three treatment groups indicates that ART-LOS #2 clusters with the Control-AI group in the liver and away from other treatment groups in the muscle. Overall, we observed variation in tRF expression within treatment groups, particularly in ART-LOS individuals. This might be due to the nature of the syndrome, as certain LOS phenotypes differ in severity and are not always present (Chen et al., 2013). Previous reports have suggested that tRFs may be less tightly regulated than other small RNAs, due to their larger abundance and the ability of each tRF to originate from several tRNA genes (Umu et al., 2018; Veneziano et al., 2019). However, several studies demonstrate that certain tRFs describe underlying mechanisms in cellular states and disease progression (Olvedy et al., 2016; Krishna et al., 2019). Although overgrowth is one of the most common characteristics of LOS, liver tumor predisposition is variable and the classification of LOS fetuses based on body weight alone likely introduced a preference for tRF dysregulation in the muscle.

### Identification of differentially expressed tRNA-derived fragments

We used EdgeR v 3.24.3 to conduct differential expression analyses of the normalized tRF read counts in muscle and liver tissue (Lun et al., 2016). We conducted DE analysis across three comparisons: Control-AI vs. ART-LOS, Control-AI vs. ART-Normal, and ART-Normal vs. ART-LOS. For Control-AI vs. ART-LOS, we identified 24 DE tRFs in muscle and detected no DE tRFs in liver (Supplementary Table S2A). For ART-Normal vs. ART-LOS, we identified 764 DE tRFs in muscle and 43 DE tRFs in liver (Supplementary Table S2B). For Control-AI vs. ART-Normal, we detected 196 DE tRFs in muscle and 44 DE tRFs in liver (Supplementary Table S2C). Few studies have investigated tRF expression in muscle and liver. While we have not fully elucidated the biological processes underlying tissue-specific tRF expression, studies have found that the most critical stage of fetal skeletal muscle development occurs during early to mid-gestation in cattle and sheep, whereas liver tumors may not have formed by day 105 of fetal development (Yan et al., 2013). More specifically, the size of the liver increases throughout development but the disease of the liver may not yet be present. These differences in tRF expression could therefore be related to the time of tissue collection, where dynamic changes in expression are occurring in the muscle but not in the liver. We consistently saw higher numbers of DE tRFs in the muscle, which could suggest that the potential for gene targeting is higher in muscle tissue due to the recruitment of small RNAs that are similar in size to miRNAs (Figure 2B). DE tRFs in Control-AI vs. ART-Normal and ART-Normal vs. ART-LOS could suggest that tRF expression can be influenced by method of conception (AI vs. ART) as well as syndrome development (ART-Normal vs. ART-LOS). Additionally, heatmaps of DE tRFs in muscle and liver were produced to visualize the degree of up and down regulation across all individuals (Supplementary Figures S3, S4). The heatmap for muscle showed consistent DE expression across all treatment groups. There was much variation within Control and ART-LOS groups, which also could be explained by fewer DE tRFs detected in that comparison. The heatmap for liver displayed little consistency in expression between treatment groups, which could be due to the assignment of treatment group based on weight.

### Mature tRNAs are tightly regulated for non-canonical functions

Previously generated data from our study characterizing tRNA expression profiles in Control-AI, ART-Normal, and ART-LOS individuals was used in order to better understand the relationship between mature tRNA expression and tRF abundance (Goldkamp et al., 2022). Due to the high levels of sequence conservation across tRNA species, MINTmap can identify numerous parental tRNA sources for a single tRF. In an effort to not exclude any parent tRNA source, the counts for each tRF were divided by the number of tRNAs it was predicted to be derived from. In order to determine if there was an association between tRNA and tRF abundance, we performed a Pearson correlation analysis between tRNA and tRF expression. We found the Pearson correlation coefficients were 0.47 and 0.6 (*p*-value ≤ 0.05) for the muscle and liver respectively (Figures 4A,B). One explanation for these moderately positive correlation coefficients is that selective transcription of tRNA genes can bias the availability of certain mature tRNAs and ultimately the population of tRFs. These findings agree with a previous study, which reported tissue-specific modulation of tRNA transcription to support its dual function in translation as well as gene regulation by tRFs (Torres et al., 2019). This data demonstrates that tRF expression is non-random and dependent on the availability of highly regulated tRNA molecules. We acknowledge that the redundancy of tRNA genes and difficulties in efficient sequencing remains a major challenge in tRNA studies.

**FIGURE 4:**
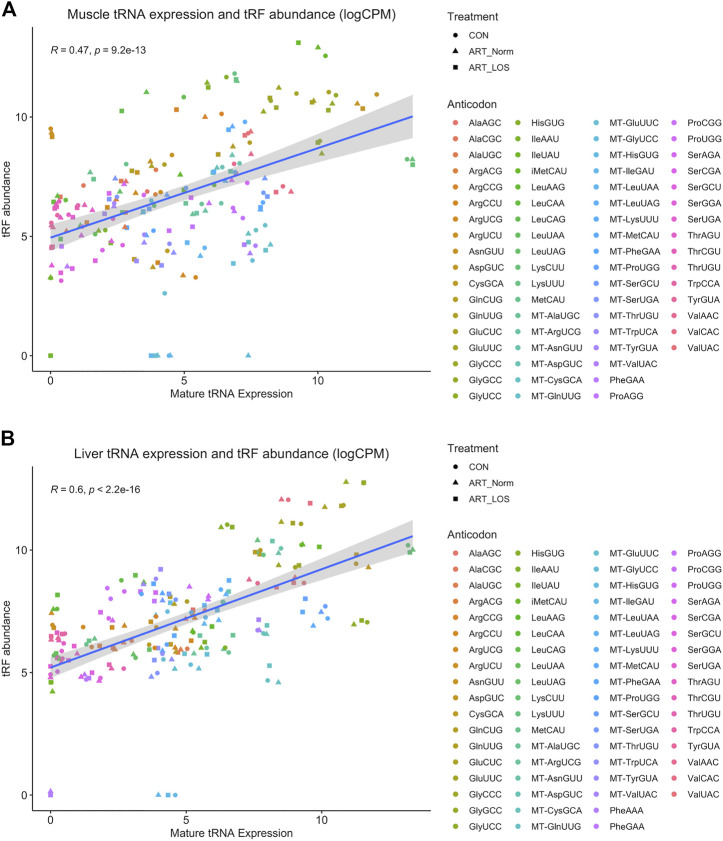
The relationship between muscle mature tRNA expression and tRF abundance. A scatterplot showing the correlation between tRNA (x-axis) and tRF expression (y-axis) in **(A)** muscle and **(B)** liver. Counts for the tRNA and tRF dataset were CPM normalized and log-transformed. tRNA species with no detected expression in any treatment group from either dataset were not included. The Pearson’s product moment correlation coefficient was used to determine the relationship between tRNA and tRF expression. Linear regression lines were added using the geom_smooth function of ggplot2 with the linear model argument.

### Differentially expressed tRNA-derived fragments target transcripts in large offspring syndrome individuals

Target prediction was done *via* miRanda with the sequences of the DE tRFs as well as the 3′ UTR sequences of all expressed protein-coding genes. The RNAseq datasets from a previous LOS study were used in order to identify DE mRNA transcripts and 3′ UTR sequences were retrieved from Ensembl Release 98 for the ARS-UCD1.2 reference genome (Chen et al., 2015; Cunningham et al., 2019). 

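RNA-seq counts of fetal skeletal muscle and liver accompany the study, from fetuses at about day 105 conceived by artificial insemination (Control-AI) or by assisted reproduction with a weight in the normal range (ART-Normal). The labels describe poly(A) selection, strand-specific libraries and paired-end reads of 150 bp. The authors deposited raw read counts for 21048 genes per tissue, without normalization, with gene positions on ARS-UCD1.2. Each listed gene length equals the whole span of the gene, so introns were inside the counted regions. Control-AI 2 and 4 and ART-Normal 1, 2 and 3 are among the fetuses that the paper lists. ART-Normal 4 is in the labels but not in the paper's list, and the paper gives no reason. The paper states that its RNA-seq data of Control and ART-LOS fetuses came from an earlier study, while the labels place Control-AI 2 and 4 among the libraries made here. A further 14 count columns, 7 per tissue, were not used here. In muscle, total counts were 12433300 in Control-AI 2, 23578362 in Control-AI 4, and 17061616 to 23422404 in ART-Normal 1 to 3, with a median of 22367126. In liver, they were 18454088 in Control-AI 2, 23576123 in Control-AI 4, and 22502673 to 43339598 in ART-Normal 1 to 3, with a median of 25426158. ART-Normal 4 had 19305544 counts in muscle and 29086472 in liver.

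ART-Normal 1 to 3 were compared with Control-AI 2 and 4 within each tissue by edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. Genes were tested when all libraries of a group had at least 5 CPM, the counts scaled to the library size. A positive log2 fold change is a higher level in ART-Normal. The 5 libraries can be split into 3 and 2 in 10 ways, so an exact permutation test cannot give a p under 0.1, and none is given.

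On the first principal component, which held 53.8% of the variance of log2 CPM in muscle and 51.3% in liver, Control-AI 2 lay at -46.5 in muscle and -46.6 in liver, and the other libraries lay at 2.28 or above. Genes that lie opposite a gene at least 16 times as abundant had a median log2 ratio of 3.40 in the muscle library and 3.46 in the liver library of Control-AI 2, relative to the mean of the other libraries. Genes with no gene on the opposite strand had medians of -0.06 and -0.08 in the same libraries. IQCG, which lies opposite RPL35A, had 188 CPM in Control-AI 2 muscle, 6.63 CPM in Control-AI 4 muscle and 3.05 to 4.16 CPM in the 4 ART-Normal muscle libraries. How the authors handled strand during counting is not stated in the paper's text, so values of overlapping genes on opposite strands are uncertain.

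**Figure D1:**
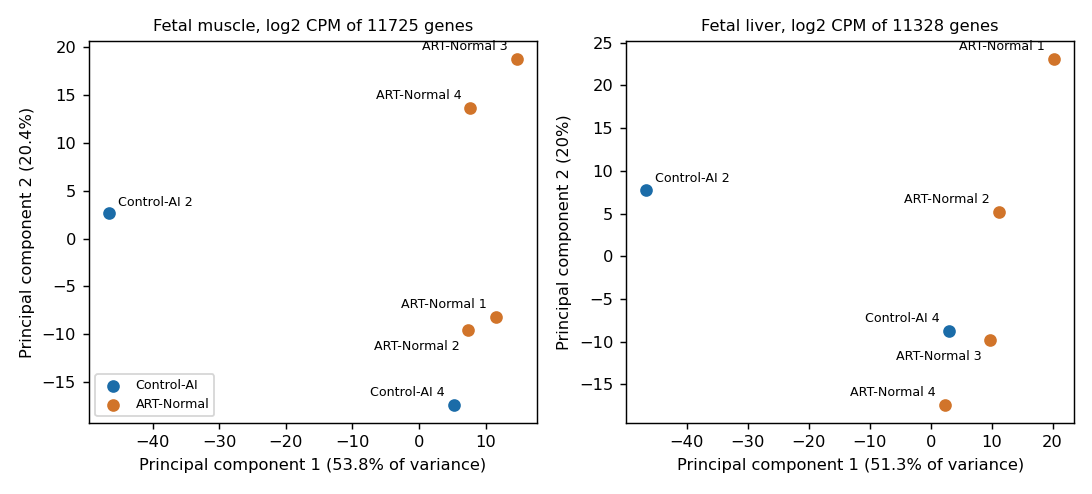
Principal components of log2 CPM in muscle (left, 11725 genes) and liver (right, 11328 genes), with the first component on the horizontal axis and the second on the vertical axis. Each point is a library, and Control-AI 2 lies at -46.5 in muscle and -46.6 in liver, apart from the other 5 libraries.

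**Figure D2:**
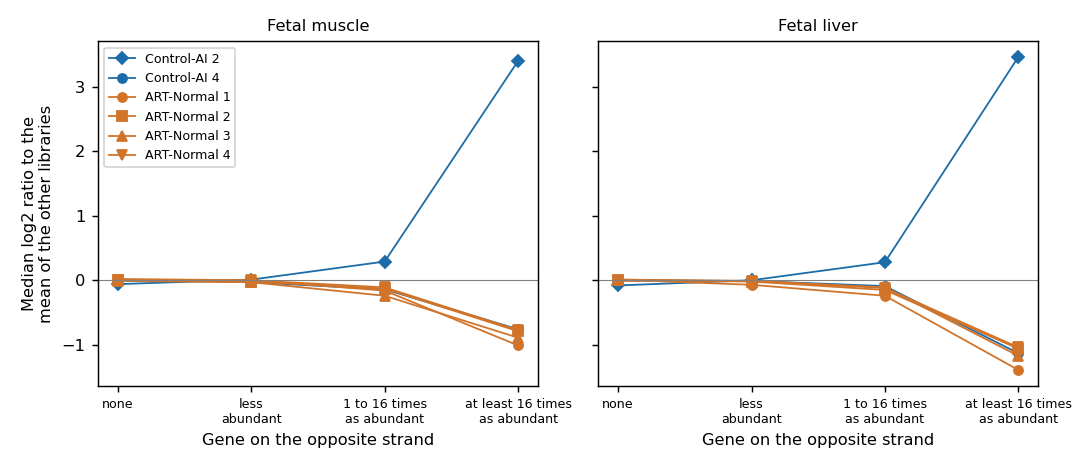
Median log2 ratio of each library to the mean of the other 5 (vertical axis), for genes grouped by the gene on the opposite strand (horizontal axis), in muscle and liver. In Control-AI 2 the median rises to 3.40 in muscle and 3.46 in liver for genes opposite a gene at least 16 times as abundant; the other libraries are compared with a mean that includes Control-AI 2 and lie between -1.39 and -0.76 there.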

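In muscle, 0 of 11725 genes had an adjusted p of 0.05 or lower between ART-Normal 1 to 3 and Control-AI 2 and 4, and 883 genes had an unadjusted p under 0.05. In liver, 2 of 11328 genes passed the adjusted threshold and 1237 had an unadjusted p under 0.05. Both liver genes were higher in ART-Normal. On simulated counts with the dispersion of these libraries and 200 changed genes, the same test found 61.1% of genes changed 2-fold and 100% of those changed 4-fold in muscle, and 49.5% and 98.1% in liver. Fewer changed genes, which would make the adjustment stricter, were not simulated, and no simulated library lay apart as Control-AI 2 does. These rates are therefore no guide to single genes here. The likelihood ratio test that the paper names called 36 genes in muscle and 51 in liver. On simulated counts, 15.3% of its calls in muscle and 13.5% in liver were false, against 8.1% and 4.5% for the quasi-likelihood test, and it found more of the 2-fold changes, 83.3% and 72.6%. With ART-Normal 4 added to the group, 1 muscle gene passed, ANKRD1, with a log2 fold change of -2.06 (standard error 0.19, adjusted p = 0.00553 from edgeR's quasi-likelihood test), and 0 liver genes did, with 948 at an unadjusted p under 0.05.

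LOC518080 lies on chromosome 1 from 22806747 to 22906522. Its liver level was 59.2 ± 8.71 CPM (SD, n = 3) in ART-Normal 1 to 3 and 2.35 and 6.59 CPM in Control-AI 2 and 4. Its log2 fold change was 3.66 (standard error 0.38, adjusted p = 0.0486 from edgeR's quasi-likelihood test). LSAMP (gene 100336456), on chromosome 1 from 60476761 to 61192322, had 51.1 ± 8.28 CPM (SD, n = 3) against 10.9 and 12.8 CPM, a log2 fold change of 2.08 (standard error 0.20, adjusted p = 0.048 from the same edgeR test). ART-Normal 4, which did not enter the comparison, had 5.31 CPM of LOC518080 and 19.3 CPM of LSAMP in liver. With it included, the log2 fold changes were 3.29 (adjusted p = 0.467 from edgeR) and 1.84 (adjusted p = 0.354 from edgeR). Leaving out each of the 3 ART-Normal libraries in turn left neither gene past the threshold.

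The authors' deposited tables of Control-AI against ART-Normal list 1947 different genes in muscle and 382 in liver. Of these, 1941 in muscle (99.69%, 95% Wilson interval 99.33% to 99.86%) and 382 in liver (100%) changed here in the direction of the authors' deposited tables. In simulated groups with no difference, the same number of genes with the smallest p by a likelihood ratio test was taken, without an FDR threshold. That selection used 4 simulated controls, a part of which was shared with the compared libraries. The mean share was 99.47% in muscle and 99.91% in liver. The difference in change between liver and muscle, tested as an interaction in a fit over both tissues, passed the threshold for 0 of 12956 genes, with 616 at an unadjusted p under 0.05.

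**Figure D3:**
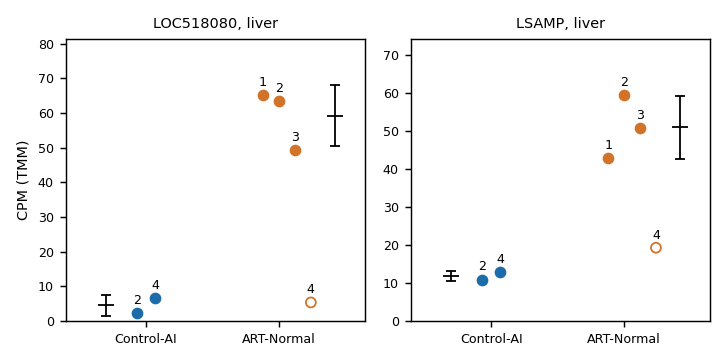
Liver level in CPM after TMM normalization (vertical axis, from 0) of LOC518080 and LSAMP in each Control-AI and ART-Normal library, marked with the fetus number. The bars beside the points give the mean and SD of Control-AI 2 and 4 and of ART-Normal 1 to 3, and the open point is ART-Normal 4, at 5.31 CPM and 19.3 CPM.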

DE mRNA targets with an inverse relationship to DE tRFs were overlapped for each treatment group comparison and combined in order to generate candidate gene lists for each pairwise comparison. Pairwise comparisons were used for target prediction and enrichment. However, Control-AI vs. ART-LOS in the liver was not used for further analysis because there were no statistically significant DE tRFs identified. R packages topGO v2.42.0 and KEGGREST 1.30.1 were used in order to identify functionally enriched biological processes, molecular functions, and pathways of all candidate target genes. In addition, g:Profiler was used to perform an analysis of human phenotype ontology (HPO) in order to identify enriched genes that are associated with phenotypic abnormalities in human disease (Raudvere et al., 2019). There was no significant KEGG pathway or HPO enrichment in Control-AI vs. ART-LOS in the muscle tissue. This is likely due to the low number of differentially expressed tRFs (24 DE tRFs predicted). Our enrichment analysis identified several affected biological processes, molecular functions, and signaling pathways between ART-Normal and ART-LOS groups in the muscle (Figure 5A) as well as abnormalities related to the targeted genes (Figure 5B). Certain enriched HPO terms in the muscle were related to phenotypes often observed in LOS, such as hernia of the abdominal wall and abnormality of limb bone/skeletal morphology (Figure 5B) (Li et al., 2019b). The full outputs for all performed enrichment analyses can be found in Supplementary Table S3.

**FIGURE 5:**
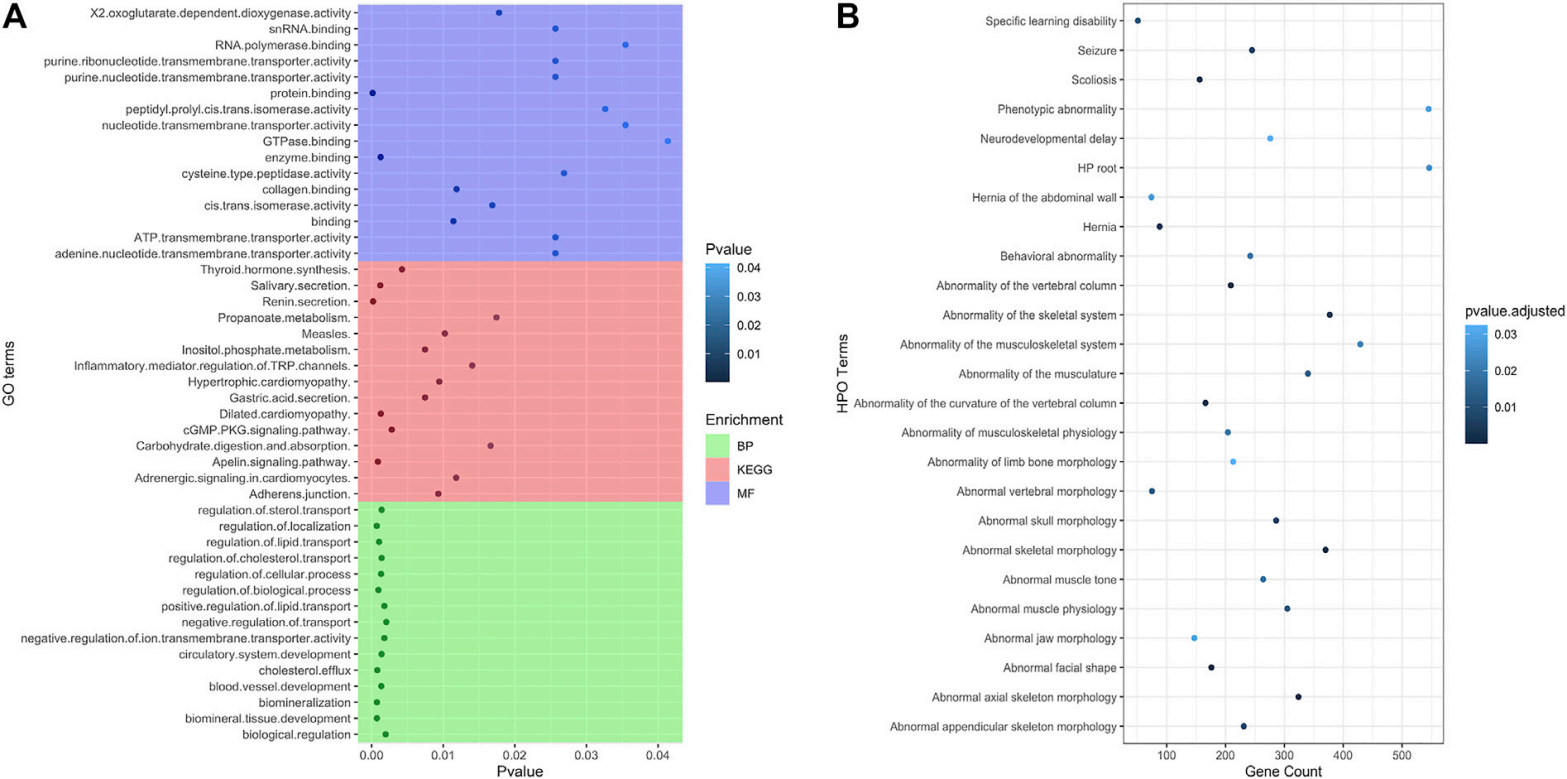
Biological processes, molecular functions and KEGG pathway enriched for target genes. **(A)** Subset of the affected biological processes, molecular functions, and KEGG pathways associated (*p*-value ≤ 0.05) with gene targets in ART-Normal vs. ART-LOS muscle. Gene ontology (GO) enrichment tests were performed with TopGO using the classic algorithm with the fisher test. The pathway function of the KEGGREST package was used applying the Wilcoxon rank-sum test to calculate significantly enriched pathways. **(B)** The top 25 enriched Human Phenotype Ontology (HPO) terms for gene targets in ART-Normal vs. ART-LOS muscle. HPO enrichment was determined using g:Profiler with the g:SCS threshold significance criterion and HPO terms with an adjusted *p*-value ≤ 0.05 were considered significant. The number of genes enriched in an HPO term is shown on the x axis.

In the liver tissue, several GO terms associated with metabolic processes were enriched in Control-AI vs. ART-Normal and ART-Normal vs. ART-LOS (e.g., carbohydrate derivative metabolic process and glycoprotein metabolic process). In addition, there was an enrichment of genes related to immune response in both comparisons, such as regulation of phagocytosis, regulation of lymphocyte differentiation, and regulation of T cell differentiation (Supplementary Table S3). Previous reports in other species suggest immune cells and inflammatory responses, such as phagocytosis, have a role in the progression of tumor development (Grivennikov et al., 2010; Yang et al., 2017; Lecoultre et al., 2020). We also found that both the Wnt and cGMP-PKG signaling pathways were targeted in the liver of ART-LOS individuals. 

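Among the genes that Supplementary Table S3 lists under the cGMP-PKG pathway for liver, PLCB1, SLC25A6 and GUCY1B1 were measured alongside MAPK3; these genes were added after the data were examined. PLCB1 (gene 287026; chromosome 13, 933195 to 1796412) had 56.2 ± 3.69 CPM (SD, n = 3) in ART-Normal 1 to 3, above the 41.0 and 46.0 CPM of Control-AI 2 and 4. Its log2 fold change of 0.34 (standard error 0.14) did not pass the threshold (adjusted p = 0.455 from edgeR's quasi-likelihood test). SLC25A6 (gene 282480; chromosome 26, 15191007 to 15195490) had 53.0 CPM in Control-AI 2 but 208 CPM in Control-AI 4, and the ART-Normal 1 to 3 mean of 177 CPM fell between them. A log2 fold change of 0.42 for SLC25A6 (standard error 0.44, adjusted p = 0.669 from edgeR) became -0.23 without Control-AI 2 and 1.70 without Control-AI 4. GUCY1B1 (gene 282433; chromosome 17, 43514978 to 43577750) had a log2 fold change of -0.21 (standard error 0.15, adjusted p = 0.551 from edgeR). That value was -0.09 without Control-AI 2 and -0.31 without Control-AI 4. ART-Normal 4 had 51.2 CPM of PLCB1, 179 CPM of SLC25A6 and 35.9 CPM of GUCY1B1. The authors' deposited table of ART-Normal against ART-LOS in liver lists PLCB1 at a log2 fold change of -1.06, SLC25A6 at -1.54 and GUCY1B1 at 0.54, in ART-LOS over ART-Normal. PLCB1 alone of the 3 is also in the authors' deposited liver table of Control-AI against ART-Normal, at 0.74 (FDR 0.0285).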

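RACK1 (gene 327682; chromosome 7, 40371008 to 40375831) had 606 ± 29.3 CPM (SD, n = 3) in the liver of ART-Normal 1 to 3, and 890 CPM in Control-AI 2 and 676 CPM in Control-AI 4. The log2 fold change of ART-Normal over Control-AI was -0.40 (standard error 0.19, adjusted p = 0.457 from edgeR's quasi-likelihood test). MAPK3 (gene 531391; chromosome 25, 26179083 to 26186189) was a gene of low abundance, with 12.8 ± 0.22 CPM (SD, n = 3) against 20.7 and 14.7 CPM. Its log2 fold change was -0.50 (standard error 0.21, adjusted p = 0.457 from the same edgeR test). For both genes each of the 3 ART-Normal libraries lay under both controls, and chance separates the groups, in either direction, for 20% of genes, where 32.7% of all tested liver genes were separated. Control-AI 2 set much of the size of these differences: without it, the log2 fold changes were -0.16 for RACK1 and -0.20 for MAPK3, and without Control-AI 4 they were -0.60 and -0.73. In ART-Normal 4, RACK1 had 639 CPM and MAPK3 13.4 CPM. Normalization by library size alone gave -0.18 for RACK1 and -0.27 for MAPK3, with the median of all liver genes raised to 0.20. The authors' deposited table of ART-Normal against ART-LOS gives log2 fold changes of 0.84 for RACK1 and 0.66 for MAPK3 in ART-LOS over ART-Normal, and the authors' deposited table of Control-AI against ART-Normal gives -0.56 and -0.55. Both genes have short spans, 4824 bp for RACK1 and 7107 bp for MAPK3, and genes listed as higher in ART-LOS liver have a median span of 17559 bp in the authors' deposited table, against 170354 bp for those listed as lower.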

Of the enriched genes, *RACK1* and *MAPK3* were both upregulated in ART-LOS liver tissue and enriched in the Wnt signaling pathway and the cGMP-PKG signaling pathway respectively. *RACK1* is known to negatively regulate the Wnt signaling pathway, yet activate Sonic hedgehog (Shh) signaling (Che et al., 2012; Yang et al., 2019). Activation of Shh signaling has been implicated as a potential prognosis predictor in human hepatocellular carcinoma and upregulation of *RACK1* in lung cancer correlates with metastasis and tumor differentiation (Shi et al., 2012; Li and Xie, 2015). Our previous LOS study reported microRNAs targeting genes in the Wnt Signaling pathway as well, suggesting complementary mechanisms affecting gross regulators of LOS development (Li et al., 2019a). The expression of *MAPK3* has been implicated in several cancer types, in which upregulation of *MAPK3* correlates with tumor recurrence and poor prognosis (Du et al., 2020; Yuan et al., 2020; Xiao et al., 2021). As previously mentioned, both ART-Normal and ART-LOS groups had enrichment of processes related to tumor formation. This could be due to the variability in the presence of LOS phenotypes and the assignment of individuals to a treatment group based on weight, suggesting both ART-Normal and ART-LOS could have increased chances of tumor development in liver.

In the muscle, gene targets were enriched in GO terms related to the regulation of biological process, cell cycle regulation, and tissue-specific developmental processes (Figure 5A; Supplementary Table S3). 

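The ART-Normal side of the muscle comparisons was measured in the counts, and the ART-LOS side is known here only from the authors' deposited tables. SMAD1 (gene 540488) lies on chromosome 17 from 12740787 to 12823219. In muscle it had 133 ± 16.1 CPM (SD, n = 3) in ART-Normal 1 to 3, and 97.6 and 135 CPM in Control-AI 2 and 4. Between the groups the log2 fold change was 0.18 (standard error 0.16, adjusted p = 0.818 from edgeR's quasi-likelihood test). It was -0.01 without Control-AI 2, so the higher mean rests on that library. With the 128 CPM of ART-Normal 4 included, it was 0.17. The authors' deposited table of ART-Normal against ART-LOS lists SMAD1 at a log2 fold change of -0.40 (FDR 0.0302). Of the genes in that muscle table, those lower in ART-LOS have a median span of 138186 bp and those higher 12344 bp, and SMAD1 spans 82433 bp.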

We found *SMAD1* was enriched in the regulation of biological and cellular processes and was downregulated in ART-LOS individuals. *SMAD1* belongs to a family of anti-differentiation transcription factors that are critical to the bone morphogenetic protein pathway, which regulates muscle mass and regeneration (Saad et al., 2021). The inhibition of *SMAD1* by microRNAs results in the promotion of skeletal muscle differentiation and regeneration (Dey et al., 2012; Saad et al., 2021). Furthermore, *BMI1* was upregulated in the muscle of ART-LOS individuals. 

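BMI1 (gene 510666; chromosome 13, 23430480 to 23441040, a span of 10561 bp) had 36.2 ± 1.21 CPM (SD, n = 3) in the muscle of ART-Normal 1 to 3, and 41.8 and 36.5 CPM in Control-AI 2 and 4. ART-Normal 4 had the lowest level, at 31.8 CPM. A log2 fold change of -0.13 (standard error 0.15, adjusted p = 0.849 from edgeR's quasi-likelihood test) was obtained, and without Control-AI 2 the value was -0.003. The authors' deposited table of Control-AI against ART-Normal lists BMI1 at -0.55, and the authors' deposited table of ART-Normal against ART-LOS lists it at 0.66 (FDR 0.0142). In liver the log2 fold change of BMI1 was 0.14 (standard error 0.21, adjusted p = 0.773 from edgeR), and the difference between the tissues, 0.28 (interaction, standard error 0.25, adjusted p = 0.958 from edgeR), did not pass the threshold, which does not show that the tissues are alike.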

Overexpression of *BMI1* in mouse mesenchymal stem cells causes an increase in body size, weight, length of tibiae, and width of the cartilaginous growth plate (Chen et al., 2019). In addition, *RAI1* was downregulated in ART-LOS individuals. 

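RAI1 (gene 528972) is on chromosome 19 from 34649669 to 34752913, a span of 103245 bp. Its muscle level differed among the ART-Normal fetuses: 83.0 CPM in ART-Normal 1, 75.8 CPM in ART-Normal 2 and 173 CPM in ART-Normal 3, while ART-Normal 4 had 133 CPM. Control-AI 2 and 4 had 75.6 and 76.1 CPM. ART-Normal exceeded Control-AI by a log2 fold change of 0.53 (standard error 0.34, adjusted p = 0.755 from edgeR's quasi-likelihood test) with ART-Normal 1 to 3 and of 0.61 (adjusted p = 0.587 from edgeR) with all 4. Without ART-Normal 3 the comparison of ART-Normal 1 to 3 gave 0.04, so that value rested on 1 library, while ART-Normal 4, outside it, was also above both controls. The authors' deposited tables list RAI1 at 0.98 in ART-Normal over Control-AI and at -1.21 (FDR 0.00707) in ART-LOS over ART-Normal. ART-Normal libraries enter both of those comparisons as a group.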

Changes in *RAI1* dosage can have significant impacts on growth and development. For example, overexpression of *RAI1* can result in extreme growth retardation, whereas haploinsufficiency of *RAI1* causes increased weight and fat deposition (Girirajan et al., 2008; Alaimo et al., 2014; Falco et al., 2017). *RAI1* was enriched in the HPO term, abnormal appendicular skeleton morphology, suggesting that it could be responsible for phenotypic abnormalities in bovine (Figure 5B; Supplementary Table S3). 

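Of the 11 genes that the paper names with a direction or as a target, 10 passed the filter in muscle. None of the 10 (0) had an adjusted p of 0.05 or lower in muscle, whether adjusted over all genes or adjusted over the list alone, where the smallest adjusted p was 0.587 by edgeR; 0 of them had an unadjusted p under 0.05. In liver 0 passed either way, with a smallest value of 0.179 when adjusted over the list alone, and 2 genes, IGF1 and MAPK3, had an unadjusted p under 0.05. All 10 tested genes are in the authors' deposited muscle or liver table of ART-Normal against ART-LOS. The adjustment over the list is therefore not independent evidence. The ART-Normal 1 to 3 and Control-AI libraries did not overlap for 2 of the 10 genes in muscle and for 4 in liver, where chance gives 20% and all tested genes gave 23.1% in muscle and 32.7% in liver. FBXO40 (gene 613597), at 1.04 to 2.30 CPM in ART-Normal 1 to 3 and 6.96 and 2.50 CPM in Control-AI 2 and 4 in muscle, was below the filter and was not tested.

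**Figure D4:**
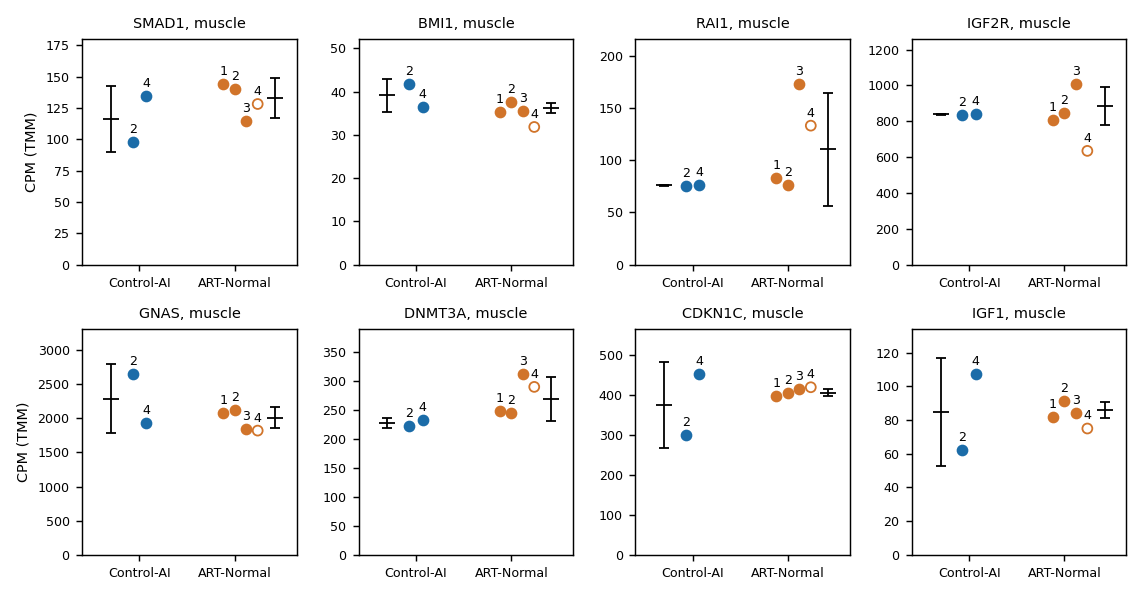
Muscle level in CPM after TMM normalization (vertical axes, from 0) of 8 genes that the paper names, in each Control-AI and ART-Normal library, marked with the fetus number. Bars beside the points give the mean and SD of Control-AI 2 and 4 and of ART-Normal 1 to 3, open points are ART-Normal 4, and RAI1 ranges from 75.8 to 173 CPM among ART-Normal 1 to 3.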

According to our analysis and previous result, we confirmed the dysregulation of genes known to be associated with overgrowth: *IGF2R*, *GNAS*, *DNMT3A*, and *CDKN1C* (Chen et al., 2015). 

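For IGF2R (gene 281849; chromosome 9, 96197493 to 96300019), the muscle libraries of Control-AI 2 and 4 had 834 and 841 CPM. ART-Normal 1 to 3 had 886 ± 107 CPM (SD, n = 3), and ART-Normal 4 had 635 CPM, the lowest value among the muscle libraries used. The log2 fold change was 0.07 (standard error 0.17, adjusted p = 0.928 from edgeR's quasi-likelihood test) and changed sign to -0.04 with ART-Normal 4 included and to -0.05 without ART-Normal 3. The authors' deposited tables list IGF2R in muscle at -1.14 in ART-LOS over ART-Normal (FDR 1.54e-05) and at -0.98 in ART-LOS over Control-AI (FDR 0.00529). It is absent from the authors' deposited muscle table of Control-AI against ART-Normal. In liver, ART-Normal 1 to 4 had 581 to 683 CPM of IGF2R, under the 870 and 741 CPM of Control-AI 2 and 4. That log2 fold change, with ART-Normal 1 to 3, was -0.35 (standard error 0.18, adjusted p = 0.469 from edgeR), and -0.20 without Control-AI 2.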

*IGF2R* was downregulated in ART-LOS muscle and low levels of *IGF2R* has been identified in both bovine and ovine fetal overgrowth due to IVF (Young et al., 2001; Li et al., 2022). 

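GNAS (gene 281793) lies on chromosome 13 from 57465317 to 57532635, and LOC101909083 lies opposite it, with 7.03 CPM in muscle. Muscle levels of GNAS were 2012 ± 150 CPM (SD, n = 3) in ART-Normal 1 to 3, 1820 CPM in ART-Normal 4, and 2647 and 1931 CPM in Control-AI 2 and 4. The opposite gene was too low in abundance to add visibly to such counts. The log2 fold change of -0.21 (standard error 0.20, adjusted p = 0.826 from edgeR's quasi-likelihood test) became 0.07 without Control-AI 2 and -0.43 without Control-AI 4, so its direction rested on Control-AI 2. In liver it was -0.37 (standard error 0.21, adjusted p = 0.489 from edgeR), and -0.07 without Control-AI 2. The authors' deposited tables list GNAS in muscle at -0.49 in ART-Normal over Control-AI and at 0.78 in ART-LOS over ART-Normal (FDR 7.66e-06).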

*GNAS* was upregulated in the ART-LOS muscle, which is consistent with hypomethylation of the *GNAS* loci that has been observed in Beckwith-Wiedemann syndrome (Bliek et al., 2009). Although mutations in *DNMT3A* are typically associated with overgrowth, we observed downregulation of this gene (O’Doherty et al., 2012). This could indicate that tRFs are capable of targeting DNA methyltransferases and modulating DNA methylation imprinting. In addition, a study using a mouse model found that embryos with *CDKN1C* deficiency can mimic phenotypes of BWS, such as overgrowth and abdominal wall defects (Tunster et al., 2011). 

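The paper states that the lower level in ART-LOS could mean that tRFs target DNA methyltransferases and alter imprinting. DNMT3A (gene 359716; chromosome 11, 73971560 to 74074893) overlaps LOC112448893 on the opposite strand, which had 0.26 CPM in muscle. All of ART-Normal 1 to 3 had more DNMT3A in muscle than both controls, at 268 ± 37.4 CPM (SD, n = 3) against 221 and 233 CPM, and ART-Normal 4 had 289 CPM. The log2 fold change was 0.23 (standard error 0.16, adjusted p = 0.768 from edgeR's quasi-likelihood test), 0.26 with all 4 ART-Normal fetuses, and 0.09 without ART-Normal 3. DNMT3A spans 103334 bp, and the 20% of genes with the longest spans had a median log2 ratio of 0.23 in ART-Normal 1 to 3 over the controls in muscle. Over Control-AI 4 alone that median was 0.10, while DNMT3A stayed at 0.21, so the likeness of the values rests on Control-AI 2. The authors' deposited tables list DNMT3A at 0.43 in ART-Normal over Control-AI and at -0.51 (FDR 0.0452) in ART-LOS over ART-Normal.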

Similar to this report, we observed downregulation of *CDKN1C* in ART-LOS individuals (Tunster et al., 2011; Robbins et al., 2012). 

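CDKN1C (gene 510972; chromosome 29, 48728468 to 48730923) had 405 ± 8.65 CPM (SD, n = 3) in the muscle of ART-Normal 1 to 3 and 419 CPM in ART-Normal 4. The controls lay on either side, at 299 CPM in Control-AI 2 and 452 CPM in Control-AI 4. Accordingly the log2 fold change of 0.10 (standard error 0.18, adjusted p = 0.901 from edgeR's quasi-likelihood test) was -0.15 without Control-AI 2 and 0.41 without Control-AI 4. Liver showed the same split between the controls, at 151 and 292 CPM, and a log2 fold change of 0.34 (standard error 0.25, adjusted p = 0.562 from edgeR). The authors' deposited tables list CDKN1C in ART-LOS over ART-Normal at -0.75 in muscle (FDR 0.00278) and -1.29 in liver (FDR 0.00146).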

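IGF1 (gene 281239; chromosome 5, 66185922 to 66264134) had close means in muscle in the groups: 85.8 ± 4.78 CPM (SD, n = 3) in ART-Normal 1 to 3 lay between the 62.3 CPM of Control-AI 2 and the 107 CPM of Control-AI 4. ART-Normal 4 had 74.95 CPM. The log2 fold change was 0.004 (standard error 0.20, adjusted p = 0.996 from edgeR's quasi-likelihood test), and with all 4 ART-Normal fetuses it was -0.04. In liver, where IGF1 was less abundant, the 3 ART-Normal libraries had 18.0 to 28.7 CPM and the controls 13.4 and 14.3 CPM. That liver change of 0.68 (standard error 0.23) did not pass the threshold (adjusted p = 0.455 from edgeR). Its difference from the muscle change was 0.69 (interaction, standard error 0.33, adjusted p = 0.958 from edgeR), which these few fetuses leave undecided. The authors' deposited table of ART-Normal against ART-LOS lists IGF1 in muscle at a log2 fold change of 0.71 (FDR 0.0203).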

Finally, we identified that *IGF1* was upregulated in ART-LOS. Shi and colleagues determined that the inhibition of a *FBXO40*, a negative regulator of *IGF1* signaling, resulted in elevated *IGF1* levels as well as increased body size and muscle mass in mice (Shi et al., 2011). A list of tRFs that targeted the described genes above is shown in Supplementary Table S3. Although our analysis was limited to protein-coding genes for target prediction, we must recognize that long non-coding RNAs could also be regulated by small regulatory RNAs, such as miRNAs, and should be considered for future investigation (Fatica and Bozzoni, 2014).

While we were unable to determine if differences in tRF and tRF-targeted gene expression exist at distinct stages of development, we expect they do because previous work has revealed dynamic changes in the transcriptome throughout development and has provided information about the control of normal development. For example, a study quantified the mouse developmental transcriptome by applying polyA-RNAseq to tissues sampled from day 10.5 of embryogenesis to birth, revealing that transcriptomes clustered by tissue type and developmental stage (He et al., 2020). Therefore, stage-specific molecular alterations are associated with normal phenotypes. Furthermore, variations in tRF expression have been observed at different time points during mouse fetal development (Su et al., 2020). Together, this information suggests the abundance of tRFs and their gene targets may change as development progresses in Control-AI and ART-conceived individuals.

In order to address the relationship between tRF subtypes and pathways, we first investigated the subtype percentages of DE tRFs in each pairwise comparison (Supplementary Figure S5). We then evaluated tRF subtype distribution within significant pathways (Supplementary Figure S6). For example, enriched pathways in the muscle included regulation of developmental process and tissue morphogenesis. In these pathways, 5′ tRFs and i-tRFs are present in nearly equal proportions. We also looked at specific examples of gene targets, such as *IGF1* and *IGF2R*. Finally, we evaluated tRF subtypes in immune response pathways (Regulation of phagocytosis and positive regulation of T cell differentiation), where we observe the majority of tRFs are of the 5′ tRF subtype. Although it is not clear yet, these findings suggest that 5′ tRFs and i-tRFs are the major subtypes responsible for targeting in our dataset.

Mammalian phenotype enrichment analysis (MamPhEA) based on mutant mouse phenotypes further revealed that tRF-regulated genes in muscle and liver tissue were associated with traits observed in LOS (Figure 6). In muscle, genes were enriched for abnormal birth body size and abnormal skeleton morphology (Figure 6A). In liver, genes were enriched for increased tumor growth/size and altered tumor pathology (Figure 6B). Full results can be found in Supplementary Table S3.

**FIGURE 6:**
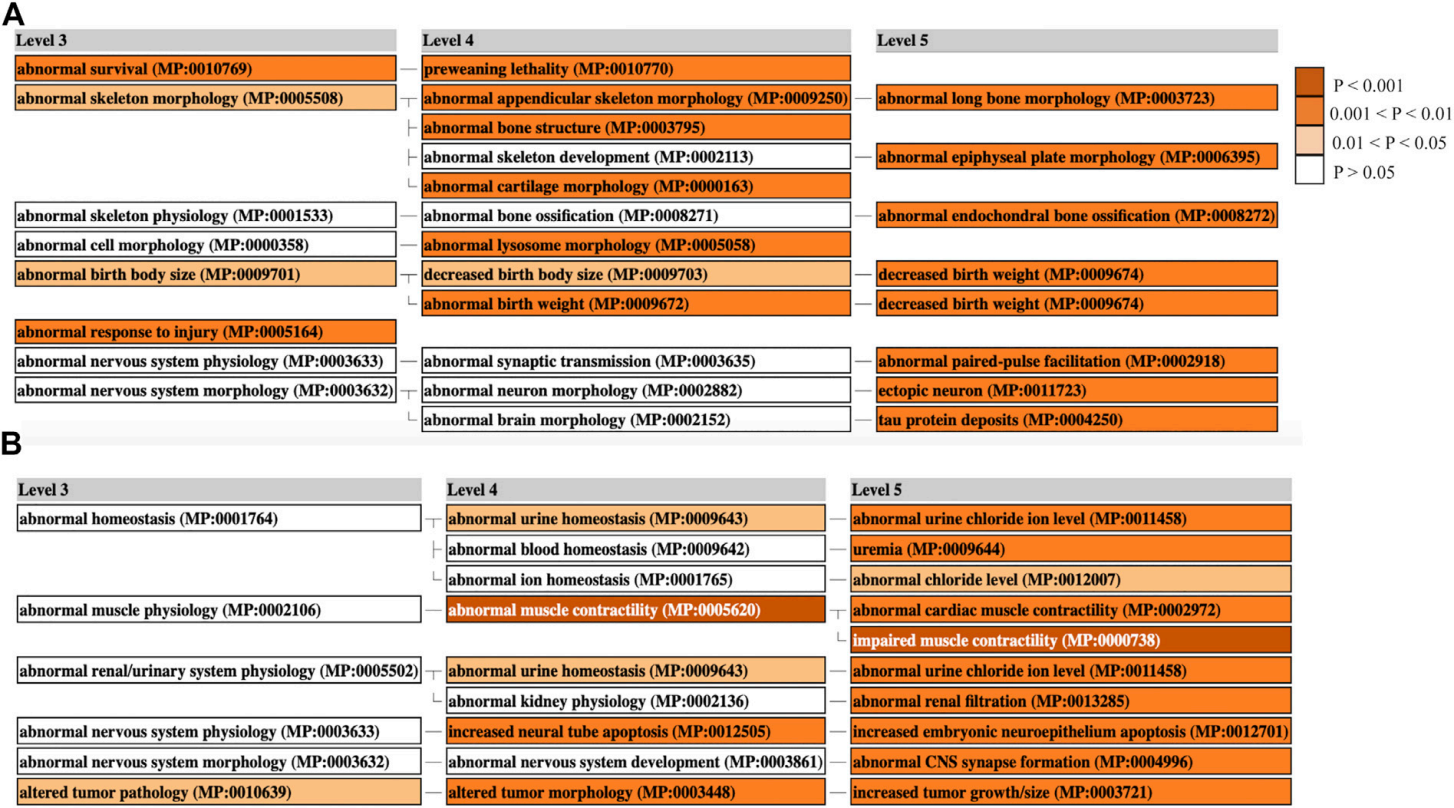
Mammalian Phenotype Enrichment Analysis. Enriched MGI phenotypes in ART-Normal vs. ART-LOS **(A)** Muscle and **(B)** Liver. MamPhEA outputs shows enriched phenotypes that are hierarchically structured, representing mutant phenotypes enriched with more DEGs than by chance. Level 3 shows a general phenotype class and Levels 4/5 show detailed phenotype terms nested within the Level 3 class. Enrichment was determined using the Fisher’s exact test and phenotypes with a *p*-value ≤ 0.05 were considered significant. Enriched terms are shown in shades of orange.

## Conclusion

Overall, these data sets demonstrate that tRFs are commonly found in the muscle and liver tissue of Control-AI and ART-conceived individuals. Despite a moderate amount of variation in expression, we detected DE tRFs that may target pathways related to tumor progression or overgrowth. These outcomes provide deeper insight into the epitranscriptomic alterations that occur in ART-LOS individuals. This study is the first to examine the effect of altered tRNA availability on the differential expression of tRFs and its relationship to overgrowth syndrome.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found at https://www.ncbi.nlm.nih.gov/geo/ (Accession Numbers PRJNA480853, PRJNA876238, GSE213525).

How the deposited data were processed for this re-analysis (not part of the article)

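Gene counts of skeletal muscle and liver were used from 6 fetuses at about day 105: Control-AI 2 and 4, ART-Normal 1, 2 and 3, which the paper lists, and ART-Normal 4, which is in the labels only. The labels also list kidney libraries, and no kidney counts were used. The authors deposited raw counts per gene for each tissue, with no normalization. Each of the 21048 listed lengths equals the end minus the start plus 1, so the authors counted reads over whole gene spans on ARS-UCD1.2. The aligner and the handling of strand are not stated in the paper's text. Of 13 count columns per tissue, 6 were matched to samples, and 7 per tissue were not used here. In the 2 tables, 9 gene identifiers are listed on 2 lines each and were kept as listed. Total counts per library are given with the data and ranged from 12433300 to 43339598.

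The authors also deposited tables of their comparisons, which hold a log2 fold change, a log2 CPM, a likelihood ratio score, a p-value and an FDR for genes at an FDR of 0.05 or lower. The paper states that RNA-seq was tested in the same way as the tRFs, with edgeR, TMM normalization, a likelihood ratio test, and a filter of at least 5 CPM in all of the control, all of the ART-normal, or some of the ART-LOS samples. It does not name the libraries behind each table. Values from the authors' deposited tables are marked as theirs wherever they are printed. The list of genes of each table, its direction, and the spans and neighbours of its genes were taken from it.

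From the deposited counts, CPM after TMM normalization, log2 fold changes with standard errors, and two-sided p-values were computed with edgeR 4.0.16 in R 4.3.3. The quasi-likelihood test compared ART-Normal 1 to 3 with Control-AI 2 and 4 in each tissue, without covariates, over genes with at least 5 CPM in all libraries of a group, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were derived from the log2 fold change and its F statistic. A fit over both tissues tested the interaction of tissue and conception group. Principal components used log2 CPM with a prior count of 1. Ratios between libraries used CPM plus 0.5. Shares of genes have 95% Wilson intervals, which cover counting of genes only. Python 3.11.15 with pandas 2.3.3 and Matplotlib 3.10.9 was used for tables and plots. The procedures were tested on simulated data in which 200 genes were changed by known amounts.

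The genes reported are those the paper names with an expression direction or as a target, and, per tissue, up to 3 with the largest rise and 3 with the largest fall among genes past the threshold whose groups do not overlap. PLCB1, SLC25A6 and GUCY1B1 were added after the data were examined. ND6, IQCG, HBA, HBA1, ANKRD1, TMEM45A, AHSG, SERPINA1, ALB, AFP, APOA2, ALAS2, ACTA1 and HBG are named as examples chosen after their values were seen. Marker lists for erythroid cells, hepatocytes, skeletal muscle, connective tissue, adipose tissue, neutrophils and macrophages, and mitochondrial genes were fixed in the plan. XIST, set as a marker of sex, is not in the tables.

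Alternatives set before the data were examined were RLE and upper quartile normalization, library size alone for the named genes and the shares, the likelihood ratio test, the Wald test of DESeq2 1.42.0, no filter, at least 10 counts in every library, all 4 ART-Normal fetuses, a replicate block, both tissues in one fit, and leaving out each library in turn. Leaving out a control leaves 1 control, so only a value is given there. Liver and muscle came from the same fetuses, so those samples are paired by fetus, and the interaction fit with the fetus as a replicate block called 0 genes. Deviations from the group mean correlated across genes between the tissues at r of 0.29, -0.03 and 0.24 in ART-Normal 1, 2 and 3. Both controls had r of 0.69, which is a single value, since deviations from a mean of 2 libraries mirror each other. It rests on the contrast of Control-AI 2 with Control-AI 4, so the library difference of Control-AI 2 in both tissues enters it. Across genes, which are not independent replicates, these r values describe the libraries only.

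Genes were grouped by the gene on the opposite strand from the positions in the deposited tables, with 2701 of the 21048 overlapping a gene on the other strand. Groups without a difference were simulated 20 times with a fixed seed, from the means and dispersions of the libraries, to find the share of genes with the same direction that selection on shared libraries gives. Ribosomal protein genes were compared between libraries by their median log2 ratio. The gene ontology lists of Supplementary Table S3 use Ensembl identifiers that could not be matched to those of the counts, so genes under the liver gene ontology terms that the paper names were left out; its pathway lists use the identifiers of the counts.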

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

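The tests against gene span were set before their values were seen. The values without Control-AI 2 come from planned fits, and their use to test an explanation was chosen only after the result was seen. A sample far from the others was looked for in 27 groups of 4 ART-Normal libraries, 1 per reported gene and tissue; 1 was found, and chance gives 1.35.

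IGF2R in liver was lower in ART-Normal 2, at 581 CPM, than in ART-Normal 1, 3 and 4, at 673, 683 and 668 CPM. The gap to the nearest library is large for the range of the 4. Chance alone gives about as many such samples as were seen. The trend with gene span argues the other way: 2920 genes of 0.5 to 2 times the span of IGF2R had a median log2 ratio of 0.06 in ART-Normal 2 relative to the other ART-Normal libraries, against -0.22 for IGF2R, and 7.5% of them were lower than it. No gene lies opposite IGF2R, and ART-Normal 2 has the highest total among the liver libraries, so low depth is not the reason. A difference between fetuses remains open and was not tested.

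LOC518080 in liver, which the paper does not discuss, was higher in ART-Normal 1 to 3 than in both controls, with a log2 fold change of 3.66. It was near the controls in ART-Normal 4, at 5.31 CPM, so the difference does not hold for all ART-Normal fetuses, and its adjusted p was 3.31e-20 with DESeq2 and 0.467 with all 4 ART-Normal fetuses in edgeR. The trend with gene span is small beside it: among 2963 genes of 0.5 to 2 times its span, the 95th percentile of log2 fold changes was 0.46, although the largest was 3.08. Neither does it rest on Control-AI 2, since without that library the log2 fold change was 3.17. No gene lies opposite it. Reads shared with a near-identical copy were not tested, since the tables hold no sequence. The comparison of conception groups gave this value, and a difference between single fetuses may account for it instead, which was not tested. The authors' deposited table of Control-AI against ART-Normal in liver also lists LOC518080 as higher in ART-Normal, at 2.48 (FDR 0.0394).

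LSAMP in liver, also outside those the paper discusses, had a log2 fold change of 2.08 with all of ART-Normal 1 to 3 above both controls, and 19.3 CPM in ART-Normal 4 against 10.9 and 12.8 CPM in the controls. Its span of 715562 bp is long, but among 264 genes of 0.5 to 2 times that span the 95th percentile of log2 fold changes was 0.54 and the largest was 0.96. Without Control-AI 2 the log2 fold change was 2.00. Its adjusted p was 1.41e-18 with DESeq2 and 0.354 with all 4 ART-Normal fetuses in edgeR. The comparison of conception groups gave this value, and a difference between single fetuses or in the piece of liver sampled may account for it instead; neither was tested. The authors' deposited table of Control-AI against ART-Normal in liver lists LSAMP in the same direction, at 1.79 (FDR 2.29e-05).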

How the results depend on the processing

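The restriction to genes without a gene on the opposite strand and the counts of calls by library size alone were chosen after seeing the data; all other alternatives were planned.

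The number of genes past the threshold depended on the test. In muscle it was 0 (883 at an unadjusted p under 0.05), and it stayed 0, with 409 to 1480 genes at an unadjusted p under 0.05, under RLE and upper quartile normalization, library size alone, no filter, at least 10 counts in every library, both tissues in one fit, and in each of the 3 fits that left out an ART-Normal library (from 0 to 0). It was 36 with the likelihood ratio test (13 higher and 23 lower), 29 with DESeq2 (16 higher and 13 lower), 1 with all 4 ART-Normal fetuses, and 1 over genes with no gene on the opposite strand. That 1 gene was ANKRD1 in both cases, and it is not in the authors' deposited muscle table of Control-AI against ART-Normal. In liver it was 2, and 2 with RLE normalization and with no filter, 3 with both tissues in one fit, 3 over genes with no gene on the opposite strand (the same 2 and TMEM45A), 51 with the likelihood ratio test (19 higher and 32 lower), 44 with DESeq2 (26 higher and 18 lower), 21 with library size alone (7 higher and 14 lower), and 0 with upper quartile normalization, at least 10 counts in every library, all 4 ART-Normal fetuses, and across the 3 fits that each left out an ART-Normal library (from 0 to 0); at an unadjusted p under 0.05 these fits had 574 to 1419 genes. Library size alone raised the median of all liver genes to 0.20, since a few genes took a large share of the Control-AI 2 counts. Other causes were not tested. The larger counts of the likelihood ratio test and DESeq2 go with more false calls on simulated counts, 15.3% and 14.8% in muscle and 13.5% and 14.6% in liver, and with more 2-fold changes found, 83.3% and 79.6% in muscle and 72.6% and 75.8% in liver. No simulated library lay apart as Control-AI 2 does, so these rates leave out calls that rest on it. The likelihood ratio test called IQCG and ND6 in muscle and AHSG, ALB, HBG and SERPINA1 in liver. Control-AI 2 lay far from the other libraries for these genes, and DESeq2 called AHSG alone among them.

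With the replicate number as a replicate block over all 4 ART-Normal fetuses, 90 genes passed in muscle and 6 in liver. Fetuses of different groups share only a number: deviations of same-numbered libraries correlated at r of -0.03 and -0.19 in muscle and 0.02 and -0.14 in liver, across genes. For the interaction of tissue and conception group, the fit with the fetus as a replicate block called 0 genes (878 at an unadjusted p under 0.05). That interaction also gave 0 genes with RLE normalization, at least 10 counts in every library and all 4 ART-Normal fetuses. The 3 fits that each left out an ART-Normal fetus gave 0 as well. These fits had 393 to 711 genes at an unadjusted p under 0.05. The likelihood ratio test gave 54 genes, and the cause was not tested. The remaining alternatives were not used for the interaction.

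The share of genes with the direction of the authors' deposited table was 99.69% in muscle and ranged from 94.3% (without Control-AI 4) to 99.64% across the 5 fits that each left out a library; it was 97.02% without Control-AI 2 and 96.1% without ART-Normal 3. In liver it was 100%, with a range of 97.64% (without Control-AI 2) to 100% across such fits, and 97.91% with library size alone.

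For single genes, 211 recomputed values kept their direction and side of the threshold or, without a control and so without a test, moved by less than the spread between libraries. Another 21, all without a control, moved by more than that spread, 10 reversed, and 8, all of LOC518080 and LSAMP, no longer passed the threshold. The 10 reversals in fits that give a test were to values close to 0: IGF2R in muscle at -0.036 with all 4 ART-Normal fetuses and -0.049 without ART-Normal 3; IGF1 in muscle at -0.002 with RLE, -0.011 with library size alone, -0.001 with DESeq2, -0.038 with all 4 and -0.036 without ART-Normal 2; BMI1 in liver at -0.034 and DNMT3A in liver at -0.010 without ART-Normal 1; and RAI1 in liver at 0.057 with library size alone, which raised all liver genes by a similar amount and so says nothing about RAI1. Across the fits that each left out a library, these genes ranged from -0.049 to 0.133 (IGF2R in muscle), -0.313 to 0.433 (IGF1 in muscle), -0.034 to 0.248 (BMI1 in liver) and -0.078 to 0.116 (DNMT3A in liver). Without Control-AI 2, where no test was made, the sign also changed for SLC25A6 in liver (0.42 to -0.23). It changed too for CDKN1C in muscle (0.10 to -0.15) and liver (0.34 to -0.04). In muscle the same held for GNAS (-0.21 to 0.07), SMAD1 (0.18 to -0.01) and IGF1 (0.004 to -0.313). The cause was not tested. None of the genes the paper names (0 of 10 per tissue) passed the threshold under any alternative that gives a test.

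Splits of the samples were not counted, since the control group holds 2 libraries. The alternatives for genes under the liver gene ontology terms that the paper names were not run, because the identifiers of those lists in Supplementary Table S3 could not be matched. With 3 fetuses against 2, the test found 61.1% of 2-fold changes in muscle and 49.5% in liver on simulated counts with 200 changed genes. Fewer changed genes would make the adjustment stricter, and no simulated library lay apart as Control-AI 2 does. In the libraries themselves ANKRD1 in muscle had a log2 fold change of -2.10 and did not pass (adjusted p = 0.0852 from edgeR), nor did TMEM45A in liver at 3.08 (adjusted p = 0.0706 from edgeR), so even changes above 4-fold in single genes are not excluded.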

Differences from the paper's values

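The paper's text gives no value for a measure computed here; the comparison of directions with the authors' deposited tables was planned, and the comparisons of numbers of genes and of single genes below were chosen only after the result was seen.

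The authors' deposited tables of Control-AI against ART-Normal list 1947 genes in muscle and 382 in liver, and 0 and 2 genes passed the threshold here (883 and 1237 at an unadjusted p under 0.05). The counts under the alternatives reached 90 in muscle and 51 in liver, and none came near the authors' numbers. The likelihood ratio test called 18 muscle and 15 liver genes that are in the authors' deposited tables, DESeq2 called 24 and 16, the replicate block, which gave 90 and 6 calls, called 25 and 1 of them, and library size alone called 7 in liver. The libraries behind the authors' deposited tables are not named, and a part of the columns was not used here.

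Several genes that the paper discusses are in the authors' deposited tables of Control-AI against ART-Normal and did not pass the threshold here under any alternative that gives a test. In muscle these are BMI1, GNAS, MAPK3, RACK1, RAI1 and DNMT3A, listed at -0.55, -0.49, -0.41, -0.52, 0.98 and 0.43 in the authors' deposited table, with values here of -0.13, -0.21, -0.25, -0.15, 0.53 and 0.23. In liver they are RACK1, MAPK3, GNAS and, from the cGMP-PKG list, PLCB1, listed at -0.56, -0.55, -0.57 and 0.74 in the authors' deposited table, with values here of -0.40, -0.50, -0.37 and 0.34. All of these have the same direction in both. Without Control-AI 2 the muscle values were -0.003, 0.07, -0.055, -0.11, 0.55 and 0.21 in the same order, so GNAS changed sign there. The liver values were then -0.16, -0.20, -0.07 and 0.29.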

Other observations

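Tests of the spans of genes opposite others, of the liver genes in ART-LOS muscle and of genes of similar span were set before their values were seen; the other tests below were chosen only after the result was seen.

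Genes that lie opposite an abundant gene were raised in the Control-AI 2 libraries. The median log2 ratio of Control-AI 2 to the other libraries was 3.40 over 181 muscle genes and 3.46 over 156 liver genes opposite a gene at least 16 times as abundant, and 0.29 and 0.28 where the opposite gene was 1 to 16 times as abundant. The mitochondrial gene ND6, opposite ND5, had 685 CPM in Control-AI 2 muscle and 24.0 to 57.6 CPM in the other muscle libraries. Lower depth does not account for this, since the muscle median was 3.37 with every library thinned to 12433300 counts. A candidate explanation is that reads of the Control-AI 2 libraries were assigned without regard to strand, as in a library type that does not keep it. The labels describe Control-AI 2 as strand-specific like the rest, and the paper states that control RNA-seq came from an earlier study. No biological explanation was tested.

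Reads from the opposite strand are not the whole difference of Control-AI 2. Over genes with no gene on the opposite strand, its median correlation with the other libraries across genes was 0.956 in muscle and 0.949 in liver, and the other libraries had 0.976 or more in muscle and 0.971 or more in liver. Ribosomal protein genes, 77 per tissue, had a median log2 ratio of -0.93 in Control-AI 2 muscle and -0.90 in Control-AI 2 liver, and of -0.14 to 0.26 in the other libraries. Across these genes the ratios correlated between its muscle and liver at r = 0.97, against 0.10 to 0.49 for the other fetuses. HBA had 0 CPM in Control-AI 2 muscle, against 15.4 to 58.4 CPM in the other muscle libraries. Reads that match several near-identical copies and were handled differently may explain these genes, but the tables hold no sequence or number of copies, so this cannot be told apart from another difference in library preparation.

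Transcripts of the other tissue were present in both Control-AI 2 libraries. Its muscle library held abundant liver genes at a median of 0.12% of their level in its liver library, and its liver library held muscle genes at 0.11%. The other fetuses had medians of 0.0034% to 0.0253% in muscle and 0.0037% to 0.011% in liver. In Control-AI 2 muscle, 100% of 26 such genes lay within 3-fold of the median share, and in its liver 93.3% of 15 did, which is consistent with a fixed share of each library coming from the other tissue. ALB had 84.0 CPM in Control-AI 2 muscle and 1.32 to 10.2 CPM in the other muscle libraries, and ACTA1 had 2.49 CPM in its liver and 0.06 CPM or less in the other liver libraries. Whether the share entered as tissue, RNA or reads was not tested.

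AHSG, SERPINA1, ALB, AFP and HBG took 25.8% of the counts of the Control-AI 2 liver library and 2.31% to 4.41% of the other liver libraries. More hepatocytes would raise every hepatocyte marker, but the largest log2 ratio among the other 6 markers of the list was 1.12, for APOA2, against 2.04 to 4.64 for AHSG, SERPINA1, ALB and AFP. More red blood cells would raise the other erythroid markers, but the largest of these was 0.33, for ALAS2, against 3.55 for HBG. A cause in these genes themselves or in the library may remain and was not tested. The authors' deposited table of Control-AI against ART-Normal in liver lists these 5 genes at -2.37 to -4.31.

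The authors' deposited tables of ART-Normal against ART-LOS show features of the Control-AI 2 libraries on the ART-LOS side. Of the genes higher in ART-LOS, 28.6% in muscle and 41.3% in liver lie opposite another gene, against 9.4% and 8.7% of those lower. Genes of the same spans would give 15.6% and 15.7%, so short spans are not the reason. Genes opposite one over 4 times as abundant make up 14.5% of those higher in ART-LOS muscle and 24.0% in liver, against 0.4% and 0.7% of those lower. The authors' other tables do not show this clearly. Of the 20 muscle genes higher in ART-LOS than in Control-AI, 15.0% lie opposite another gene, and 0.0% opposite one over 4 times as abundant. Of genes lower in ART-Normal than in Control-AI, 3.1% in muscle and 0.0% in liver lie opposite such a gene. All tested genes gave 1.8% and 1.7%. AHSG, HBG, SERPINA1, ALB and AFP are all listed as higher in ART-LOS liver, the smallest at 2.95. In muscle, 13 of 32 abundant liver genes are in the authors' deposited table of ART-Normal against ART-LOS. All 13 are higher in ART-LOS, with a median log2 fold change of 3.52. Without genes that have one opposite, Control-AI 2 lay on the ART-LOS side of Control-AI 4 for 83.2% of liver genes higher in ART-LOS and 80.8% of those lower, and for 83.9% of muscle genes lower in ART-LOS. For the 888 muscle genes higher in ART-LOS it did so for 47.0%, so there the 2 have nothing in common by this measure. Control-AI 4, in which genes opposite an abundant gene are not raised, also lay on the ART-LOS side of ART-Normal, for 80.6% of the 2271 listed muscle genes and 69.7% of the 565 listed liver genes with none opposite, both directions together, against 85.9% and 94.2% for Control-AI 2; the shared ART-Normal group alone may lead to such shares, so they do not single out Control-AI 2, least of all in muscle. The features of strand and of liver transcripts suggest that ART-LOS and Control-AI 2 libraries may share a difference in preparation that ART-Normal libraries lack, which would be confounded with ART-LOS in those tables for part of the genes. The ART-LOS libraries were not analysed here, and an effect of overgrowth on the same genes remains open and untested.

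Gene span separates the directions in the authors' deposited tables. Genes higher in ART-Normal than in Control-AI have a median span of 164140 bp in muscle and 125047 bp in liver, and genes lower 13336 bp and 12028 bp; all tested genes have medians of 28612 bp and 27439 bp. In the counts, the median log2 ratio of ART-Normal 1 to 3 over both controls was higher in the 20% of genes with the longest spans than in the 20% with the shortest by 0.30 in muscle and 0.23 in liver. Control-AI 2 alone is not the reason, since over Control-AI 4 alone the differences were 0.18 and 0.29. The difference was not common to all fetuses. Over both controls it was 0.28, 0.17 and 0.41 in muscle and 0.35, 0.30 and 0.03 in liver for ART-Normal 1, 2 and 3. For ART-Normal 4 it was 0.05 in muscle and 0.01 in liver. Over Control-AI 4 alone, ART-Normal 1, 2, 3 and 4 had 0.17, 0.06, 0.31 and -0.08 in muscle. In liver they had 0.42, 0.37, 0.09 and 0.08. Reads within introns, counted over gene spans and in unequal share between libraries, are a candidate explanation that cannot be told apart from a change in mature transcripts, since the tables hold no counts of exons. Of the muscle genes that the paper names as lower in ART-LOS, SMAD1, RAI1, IGF2R and DNMT3A span 82433 to 103334 bp, and CDKN1C spans 2456 bp. Of those listed as higher in ART-LOS muscle, BMI1 spans 10561 bp, GNAS 67319 bp and IGF1 78213 bp. CDKN1C, GNAS and IGF1 thus go against the trend.

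The share of genes with the direction of the authors' deposited tables carries little information. Simulated groups without a difference gave 99.47% in muscle and 99.91% in liver from shared libraries, close to the shares observed. ART-Normal 4 had the direction of the authors' deposited tables, relative to both controls, for 97.79% of genes in muscle and 99.74% in liver. A library outside the simulated comparison gave 69.62% and 73.98%. No simulated control was set apart from the rest, as a Control-AI library is in both tissues. The simulation therefore cannot tell whether shared controls alone account for the shares of ART-Normal 4. ART-Normal 4 lay beyond the mean of ART-Normal 1 to 3 for 55.83% of the genes in muscle and 34.82% in liver, where simulated outside libraries gave 23.66% and 18.27%. ART-Normal 4 may be among the libraries behind those tables, or share a difference with the other ART-Normal libraries, of conception or of preparation. Shared controls, with a control that lies apart, remain open as well. These explanations cannot be told apart, because the tables do not name their libraries and the simulation held no such control.

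For the marker lists, the median log2 fold change of ART-Normal 1 to 3 over Control-AI in muscle was 0.54 for erythroid genes (4 of 13 tested), -2.92 for hepatocyte genes (3 of 10), -0.10 for skeletal muscle genes (10 of 10), -0.23 for connective tissue (7 of 7), 0.17 for adipose tissue (1 of 5), -0.38 for neutrophils and macrophages (2 of 5) and -0.22 for mitochondrial genes (13 of 13). In liver it was 0.07 (12 of 13), -0.72 (10 of 10), not tested for skeletal muscle genes (0 of 10), 0.11 (7 of 7), 0.24 (2 of 5), -0.37 (5 of 5) and -0.10 (13 of 13) in the same order. The hepatocyte genes in muscle rest on Control-AI 2, whose median log2 ratio to the other libraries was 3.75 for them. The erythroid genes in muscle depend on that library too, with a median log2 ratio of -3.51 in Control-AI 2 and HBA and HBA1 at 0 CPM there. For hepatocyte genes in liver the median log2 ratio was 0.97 in Control-AI 2 and -0.06 in Control-AI 4. It was -0.2, -1.11, -0.2 and -0.5 in ART-Normal 1, 2, 3 and 4, so the size of the liver value also depends on Control-AI 2.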
